# Tretinoin improves the anti-cancer response to cyclophosphamide, in a model-selective manner

**DOI:** 10.1186/s12885-024-11915-5

**Published:** 2024-02-13

**Authors:** Caitlin M. Tilsed, M. Lizeth Orozco Morales, Rachael M. Zemek, Brianna A. Gordon, Matthew J. Piggott, Anna K. Nowak, Scott A. Fisher, Richard A. Lake, W. Joost Lesterhuis

**Keywords:** Cyclophosphamide, Tretinoin, Interferon, Sensitisation, Combination treatment

## Abstract

**Background:**

Chemotherapy is included in treatment regimens for many solid cancers, but when administered as a single agent it is rarely curative. The addition of immune checkpoint therapy to standard chemotherapy regimens has improved response rates and increased survival in some cancers. However, most patients do not respond to treatment and immune checkpoint therapy can cause severe side effects. Therefore, there is a need for alternative immunomodulatory drugs that enhance chemotherapy.

**Methods:**

We used gene expression data from cyclophosphamide (CY) responders and non-responders to identify existing clinically approved drugs that could phenocopy a chemosensitive tumor microenvironment (TME), and tested combination treatments in multiple murine cancer models.

**Results:**

The vitamin A derivative tretinoin was the top predicted upstream regulator of response to CY. Tretinoin pre-treatment induced an inflammatory, interferon-associated TME, with increased infiltration of CD8 + T cells, sensitizing the tumor to subsequent chemotherapy. However, while combination treatment significantly improved survival and cure rate in a CD4^+^ and CD8^+^ T cell dependent manner in AB1-HA murine mesothelioma, this effect was model-selective, and could not be replicated using other cell lines.

**Conclusions:**

Despite the promising data in one model, the inability to validate the efficacy of combination treatment in multiple cancer models deprioritizes tretinoin/cyclophosphamide combination therapy for clinical translation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12885-024-11915-5.

## Background

Although chemotherapy is used to treat many advanced or metastatic cancers, it is rarely curative, and is predominantly palliative. With the emergence and success of immune checkpoint therapy (ICT) in a wide range of cancers as a combination or monotherapy [1–3], there has been a shift towards investigating combinations of chemotherapy with immunotherapy to further improve the efficacy over each treatment alone. Combination chemoimmunotherapy has shown promise in mesothelioma^4^ and lung cancer [4, 5], with the addition of anti-PD1 antibodies increasing the response rate to cisplatin and pemetrexed, or platinum and etoposide chemotherapy, respectively. While these regimes are more effective than monotherapy, a large proportion of patients still do not respond. Additionally, ICT, particularly dual ICT with anti-PD1 and anti-CTLA-4, can lead to severe side effects [6] including hyperprogressive disease [7]. Therefore, alternative immunomodulatory drugs need to be identified and their additive or synergistic effects with chemotherapy established.

We previously characterised a gene expression signature associated with complete response to cyclophosphamide (CY) chemotherapy [8]. We, and others, found that an inflammatory, CD4^+^ T cell-associated tumor microenvironment (TME) is necessary for response to chemotherapy in both mice and patients [8–10]. A potential avenue for increasing the effectiveness of chemotherapy would be to identify key drivers of this chemo-sensitive phenotype and therapeutically target them to upregulate expression and remodel the TME, using repurposed drugs. This approach was utilised in the context of ICT [11, 12]. Network analysis of gene expression data from responding and non-responding mice identified tretinoin as a key promoter of an ICT sensitive tumor. In vivo validation in mesothelioma and sarcoma murine models showed a significant increase in anti-CTLA-4 efficacy when tretinoin was co-administered, demonstrating that this experimental strategy can identify drugs that can be repurposed for cancer treatment and synergise with existing therapies [11, 12].

Tretinoin, also known as all-*trans*-retinoic acid, is a pan-retinoic acid receptor (RAR) agonist and an active metabolite of vitamin A. Retinoids signal via nuclear receptors to regulate cell growth, differentiation and apoptosis [13, 14]. Tretinoin has been shown to have potent anti-cancer activity in vitro [15, 16] and in vivo [17, 18], and is the first-line treatment for acute promyelocytic leukemia, inducing complete remission in > 90% of patients, when given as monotherapy or in combination with chemotherapy [19, 20]. A randomized phase II trial showed that coadministration of tretinoin with cisplatin and paclitaxel in patients with non-small cell lung cancer increased both response rate and overall survival [21], and was well tolerated when combined with gemcitabine and paclitaxel in pancreatic cancer [22], and with paclitaxel in breast cancer [23].

Aside from its direct anti-tumor capability, tretinoin has a wide range of immunomodulatory effects [24–26]. In particular, it is a powerful regulator of T cell activity and is capable of: inducing Foxp3 expression in peripheral CD4^+^ T cells, and polarising them towards a more suppressive T regulatory cell (Treg) phenotype [27, 28]; increasing Treg infiltration into the tumor [18]; polarizing CD4^+^ T cells towards different T helper subsets; and promoting CD4 effector responses [29, 30]. Furthermore, tretinoin enhances the survival, expansion and activation of CD8^+^ T cells [25, 26, 31, 32].

While the role of tretinoin in mediating immunity has been well studied, there are limited preclinical studies investigating whether it can be repurposed as an immunotherapy and combined with classical chemotherapy to improve treatment efficacy. Here, we used gene expression data from responding and non-responding tumors, harvested from mice treated with CY, to identify drugs that could be repurposed for administered alongside chemotherapy to improve response rates. Tretinoin was the top candidate identified from upstream regulator analysis and synergised with CY in AB1HA murine mesothelioma, significantly improving survival, however, in a model-selective manner.

## Methods

### Mice

Male or female 8–10 week-old BALB/cArc or C57BL/6 mice were obtained from the Animal Resources Centre (Murdoch, Western Australia) and housed in pathogen free conditions. All experiments were conducted with animal ethics approval from the Harry Perkins Institute Animal Ethics Committee (AE099 and AE153).

### Cell lines and inoculation

AB1-HA, AE17, CT26, WEHI164 and 4T1 were obtained from Cell Bank Australia (CBA) and maintained in RPMI 1640 supplemented with 20 mM HEPES, 0.05 mM 2-mercaptoethanol, 100 U/ml benzylpenicillin, 50 µg/ml gentamycin and 10% NCS. AB1HA was additionally cultured with G418 to maintain expression of HA. LLC was obtained from CBA and maintained in DMEM (Gibco) supplemented as described above.

Cells were grown to a confluence of 80% and passaged a minimum of three times prior to inoculation. Cells were collected using trypsinisation and a viability of at least 90% was confirmed using trypan blue exclusion. 5 × 10^5^ cells were inoculated subcutaneously in 100 µl PBS. Tumour growth was monitored using callipers and size in mm^2^ was calculated from perpendicular length and width measurements using the formula; Tumour area (mm^2^) = length (mm) x width (mm).

### In vivo treatments

Cyclophosphamide (Endoxan) was obtained from the Sir Charles Gardiner Hospital pharmacy (Perth, Australia) and dosed at 200 mg/kg. Chemotherapy drugs were prepared under sterile conditions and diluted in 0.9% saline solution. Drugs were administered intraperitoneally (i.p) at a maximum volume of 100 µl per 10 g weight of mouse.

All-*trans*-retinoic acid (≥ 98% by HPLC, powder) was purchased from Sigma-Aldrich (Macquarie Park, NSW) and suspended in dimethyl sulfoxide (DMSO; Sigma-Aldrich) at a concentration of 40 mg/ml for short term storage at − 80˚C. Mice were treated with 10 mg/kg of tretinoin for 9 consecutive days, intraperitoneally. Working concentrations of tretinoin were suspended in PBS and had a final DMSO concentration of 5%.

For all immune cell depletion experiments, antibody administration began three days before tumour inoculation. Anti-CD4 (clone GK1.5) and anti-CD8 (clone YTS 169; both BioXcell, New Hampshire, USA) were dosed i.p at 100 µg in 100 µl of PBS on day 3, day 0 and thereafter weekly until the end of experiment. Depletion was monitored in peripheral blood collected from the tail vein and analysed by flow cytometry.

### RNAseq

The transcriptomic profile of responders and non-responders was generated in a previous study [8]. Briefly, a bilateral tumour model was to surgically resect one tumour for analysis, with the remaining tumour providing a read-out for response or non-response to CY. RNA was extracted using RNeasy MinElute columns (QIAGEN) and sequencing (Novaseq6000 20 million reads, 100 bp single end) was performed by the Australian Genome Research Facility. Data were aligned using Kalisto, [33] and differential expression analysis was performed using DESeq2 [34]. For analysis comparing responders and non-responders to CY, a FDR of < 0.1 (BenjaminiHochberg method, B-H) was considered significant. Upstream regulator analysis was performed using Ingenuity [35] and the top 10 clinically approved drugs by significance were selected. RNA sequencing was similarly performed on untreated AE17 [36], CT26 [37] and WEHI164 [37].

Gene set enrichment analysis (GSEA) [38] was performed using curated gene sets. The first, ‘tretinoin induced’ gene set was created by selecting the DEG upregulated by tretinoin treatment using data generated in a previous study [12]. The second was obtained from Kang et al. [39]; CD4^+^ T cells were cultured in the presence or absence of RA and genes upregulated in response to treatment collated into the ‘tretinoin treated CD4^+^ T cells Kang 2011’ gene set. The enrichment of these gene sets was assessed in complete responders or progressors to CY from Tilsed et al. [8]. A positive enrichment indicated the gene set was enriched in complete responders and a negative enrichment score indicated the genes were enriched in progressors. The GSEA ‘inflammatory response’ hallmark gene set was used to generate a heatmap displaying the relative expression level of inflammatory genes within each cell line. The inflammatory score was calculated by averaging the normalized counts [40] of the genes in the GSEA hallmark ‘inflammatory response’ geneset. Immune scores were calculated using ESTIMATE [41], which performs single-sample GSEA to infer the level of infiltrating immune cells.

### MTT assays

MTT assays were performed to assess cell viability via metabolic activity. In short, cells were seeded at 1 × 10^3^ cells/well in a 96 well plate. The cells were incubated overnight before serial dilutions of each drug were added in triplicate and incubated for 48 h at 5% CO_2_ at 37 °C. Acrolein was freshly distilled and stored at -80 °C until use; purity was confirmed by ^1^H NMR spectroscopy. Mafosfamide cyclohexylamine (mafosfamide) was purchased from Niomech (Bielefeld, Germany). Cells were then treated with 50 µl of 2 mg/ml 3-[4,5-dimethylthiazol-2-yl]-2,5-diphenyltrtretinoinzolium bromide (MTT). Four hours later, all the medium was aspirated from the wells and the plate was centrifuged. The formazan crystals were dissolved in 100 µl DMSO and absorbance was measured at 570 nm using a SpectraMax M5e (Molecular Devices).Cell viability was determined using the blank corrected absorbance values and untreated cells as a negative control: % viability = ($$ \frac{\text{a}\text{b}\text{s}\text{o}\text{r}\text{b}\text{a}\text{n}\text{c}\text{e} \text{o}\text{f} \text{e}\text{x}\text{p}\text{e}\text{r}\text{i}\text{m}\text{e}\text{n}\text{t}\text{a}\text{l} \text{w}\text{e}\text{l}\text{l}}{\text{a}\text{b}\text{s}\text{o}\text{r}\text{b}\text{a}\text{n}\text{c}\text{e} \text{o}\text{f} \text{u}\text{n}\text{t}\text{r}\text{e}\text{a}\text{t}\text{e}\text{d} \text{c}\text{o}\text{n}\text{t}\text{r}\text{o}\text{l}})\times 100$$.

## Results

### Tretinoin increases the efficacy of cyclophosphamide in AB1-HA murine mesothelioma

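RNA was sequenced by the authors from 46 AB1-HA tumors, a murine mesothelioma grown subcutaneously, from mice treated with cyclophosphamide (CY) at 200 mg/kg. In the bilateral model a single tumor per mouse was resected for sequencing, and the remaining tumor gave the read-out: complete responders (CR) or progressors (PR), a group that the sample labels call partial responders. The series holds 13 CR and 13 PR tumors resected 1 day before CY, on day 9 after inoculation by the labels, and 5 CR and 5 PR tumors from other mice at each of 3 days after CY (day 13) and 7 days after CY (day 17). The authors pseudoaligned the reads with kallisto to GRCm38.p6, as the submitters' processing notes state, and deposited counts per gene symbol that are not normalized. The methods and the labels give different read lengths. The table analysed here is sorted by symbol and ends within Pax7, so symbols after Pax7, such as Tnf and the retinoid receptor genes, were not analysed here. Of the 21992 protein-coding genes of GENCODE M21, 14070 (64%) were covered.

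For this comparison, counts were normalized by the TMM method and tested with edgeR's quasi-likelihood test at a false discovery rate (FDR, Benjamini-Hochberg) under 0.1, the threshold in the paper's methods, in the 10777 genes that passed edgeR's filterByExpr in the 26 pre-treatment tumors. These tumors held between 10.2e6 and 14.2e6 counts each over the genes covered (median 12.1e6). Lists of pathway and cell type genes were fixed before the data were examined. So were the alternatives to each processing choice, with exceptions. The revised quasi-likelihood method of edgeR, the tumor title number as a covariate and leaving out tumors high in Krt5 were chosen later. Each list was tested against the other genes with limma's camera at a preset inter-gene correlation of 0.01, and again with a correlation estimated from the data. Limma's fry tested each list against no change, without regard to the other genes. A list's score in a tumor is the mean of the z-scored log2 CPM (counts scaled to a common library size) of its genes. Scores of CR and PR were compared by a two-sided permutation test with 100000 resamples, adjusted over 40 lists. On simulated counts for 10616 genes with the same group sizes, the edgeR test recovered 62.7% of 67 genes with a log2 fold change near 0.32, 86.6% of 67 changed by 1.5-fold and 98.5% of 66 changed by 2-fold. Of its 186 calls, 21 were unchanged genes. Among the alternative tools, DESeq2 made 199 calls with 33 unchanged genes, and limma-voom 181 with 17. Recovery was not split by the spread of a gene, and spread differed widely between genes. With DESeq2 the standard error of the log2 fold change was 0.214 for the T cell gene Cd3g and 0.0517 for Hdac9. The recovered shares are therefore not the power for the immune genes.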

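Before CY, genes of T cells, cytotoxic cells and regulatory T cells stood higher, as lists, in the tumors of mice that went on to a complete response than in those of progressors, in a test with a preset correlation between genes. With a correlation estimated from the data none of these lists passed (adjusted p = 0.190 each), and with fry all did (adjusted p from 0.0257 to 0.0260). Cd5, a receptor on the surface of T cells, measured 11.9 ± 2.51 CPM (SD, n = 13 mice) in CR tumors and 7.34 ± 2.51 CPM (SD, n = 13) in PR tumors, with all 13 CR tumors above the PR median. Cd3g, a chain of the T cell receptor complex, differed by a log2 fold change of 0.72 (standard error 0.217). The log2 fold change was 0.72 (standard error 0.231) for Nkg7, a protein of cytotoxic granules, and 0.65 (standard error 0.230) for Ctla4, an inhibitory receptor of T cells.

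All 15 T cell genes tested were higher in CR, with a median log2 fold change of 0.53 (camera, adjusted p = 1.67e-12, or adjusted p = 0.190 with an estimated correlation). At the FDR over all genes, edgeR called 0 of them (15 at an unadjusted p under 0.05). DESeq2 called 7, and limma-voom 15. Adjusted over the list alone, edgeR's test called 15. The T cell score was 0.513 ± 0.6251 in CR and -0.513 ± 0.907 in PR (SD, n = 13 each, permutation test, p = 0.00282, adjusted p = 0.0246), with 10 of 13 CR and 3 of 13 PR tumors above the median of all 26. Among 13 genes of CD8 T cells and cytotoxicity the median log2 fold change was 0.63 (camera, adjusted p = 6.43e-10, or adjusted p = 0.190 with an estimated correlation). Cd8a had 0.56 (standard error 0.271, and 0.37 without the CR tumor CT10) and Cd8b1 0.63 (standard error 0.241). Gzmb, the protease granzyme B, had 0.55 (standard error 0.218, and 0.31 to 0.69 across 37 alternatives). Of these 13, edgeR called 0 over all genes (12 at an unadjusted p under 0.05, and 12 adjusted over the list alone). DESeq2 called 6, and limma-voom 13.

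For 4 natural killer cell genes, among them the receptor Ncr1 (log2 fold change 0.68, standard error 0.212), the median was 0.68 (camera, adjusted p = 2.38e-04). The 6 regulatory T cell genes had a median of 0.53 (camera, adjusted p = 5.88e-06). Their defining transcription factor, Foxp3, had 0.49 (standard error 0.184, and 0.30 to 0.65 across 37 alternatives). The 6 checkpoint genes had a median of 0.37 (camera, adjusted p = 2.38e-04). With an estimated correlation these camera results have an adjusted p = 0.190, 0.190 and 0.191. All 4, 6 and 6 genes passed when adjusted over the list alone. Of the natural killer, regulatory T cell and checkpoint genes, edgeR called 0 over all genes tested (4, 6 and 4 at an unadjusted p under 0.05). DESeq2 called 3, 3 and 1, and limma-voom 4, 6 and 5.

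Keratinocyte genes scored 1.35 higher in the 12 tumors with title numbers above 14 than in the 14 others (permutation test, p = 4.0e-05). As the division was chosen after the data were seen, this p describes the observation and does not test it. Within the 7 CR and 7 PR tumors numbered up to 14 the T cell score differed by 1.21 (exact permutation test, p = 0.0379), and within the 6 CR and 6 PR tumors above 14 by 0.809 (exact permutation test, p = 0.0108), a division chosen after the data were seen.

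**Figure D1:**
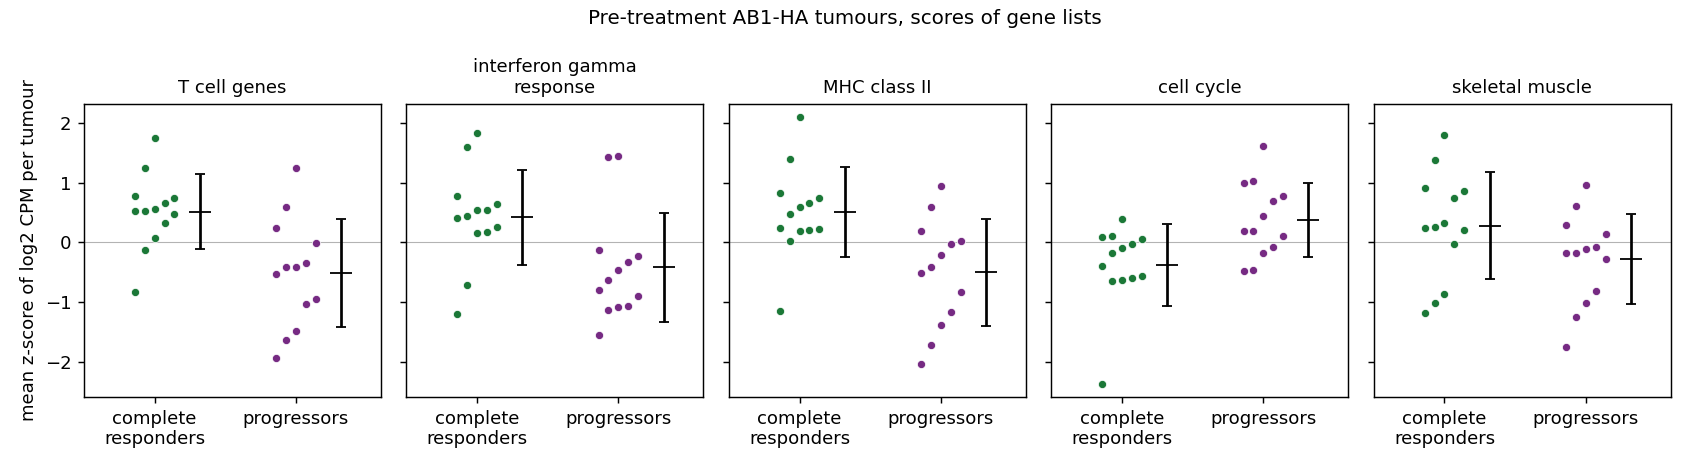
Scores of gene lists per pre-treatment tumor (mean z-score of log2 CPM, no unit) for 13 CR and 13 PR tumors; each point is a tumor and the bars give mean ± SD. T cell, interferon gamma, MHC class II and skeletal muscle scores lie above 0 in most CR tumors and below 0 in most PR tumors, and the cell cycle score lies the other way. The groups overlap in every panel, and the skeletal muscle score did not pass (permutation test, p = 0.0961).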

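Genes of antigen presentation and of dendritic cells were higher, as lists, in CR tumors before CY, and genes of cell division were lower, at the preset correlation. None of these lists passed with an estimated correlation (adjusted p from 0.190 to 0.191), and all did with fry (adjusted p from 0.0257 to 0.0332). H2-Ab1, a chain of MHC class II, had a log2 fold change of 0.72 (standard error 0.226, n = 13 CR and 13 PR) and Cd74, the invariant chain, stood at 1105 ± 466 CPM in CR tumors and 700.2 ± 294.9 CPM in PR tumors (SD). Cell division genes differed by less: Cep55, which acts in the last step of cell division, had a log2 fold change of -0.15 (standard error 0.0330).

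For the 10 genes of MHC class II the median log2 fold change was 0.64 (camera, adjusted p = 7.45e-09, or adjusted p = 0.190 with an estimated correlation). For the 10 of MHC class I and peptide loading it was 0.43 (camera, adjusted p = 2.23e-07, or adjusted p = 0.191 with an estimated correlation). All 10 of each list passed when adjusted over the list alone. Over all genes edgeR called 0 of either (9 and 10 at an unadjusted p under 0.05). DESeq2 called 5 and 0, and limma-voom 9 and 10. H2-K1 and other genes of this family may share reads with close copies, so their single values are uncertain. The MHC class II score was 0.503 ± 0.754 in CR and -0.503 ± 0.891 in PR (SD, n = 13 each, permutation test, p = 0.00421, adjusted p = 0.0246), with 11 of 13 CR and 2 of 13 PR tumors above the median. Dendritic cell genes (13 tested, 10 passing when adjusted over the list alone) had a median of 0.43 (camera, adjusted p = 1.31e-07, or adjusted p = 0.190 with an estimated correlation), with Ccr7, the receptor that guides dendritic cells to lymph nodes, at 0.63 (standard error 0.175). General leukocyte genes (20 tested, 17 passing when adjusted over the list alone) had a median of 0.25 (camera, adjusted p = 8.48e-11, or adjusted p = 0.190 with an estimated correlation). Neutrophil genes (6 tested, 4 passing when adjusted over the list alone) had a median of 0.40 (camera, adjusted p = 0.00221, or adjusted p = 0.190 with an estimated correlation), led by Csf3r, the receptor of the growth factor G-CSF, at 0.63 (standard error 0.182). Across all genes edgeR called 0 dendritic cell, 0 leukocyte and 0 neutrophil genes (9, 16 and 4 at an unadjusted p under 0.05). DESeq2 called 7, 4 and 3, and limma-voom 7, 16 and 3.

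All 30 cell cycle genes were lower in CR, with a median log2 fold change of -0.09 (camera, adjusted p = 6.24e-10, or adjusted p = 0.190 with an estimated correlation), and 16 passed when adjusted over the list alone. The p53 target genes (11 tested) were lower too, with a median of -0.11 (camera, adjusted p = 0.00221, or adjusted p = 0.190 with an estimated correlation). Of these, 2 were higher and 7 lower when adjusted over the list alone, the latter including Cdkn1a, the cell cycle inhibitor p21 (-0.19, standard error 0.0518). For 12 genes of oxidative phosphorylation the median was -0.07 (camera, adjusted p = 0.00221, or adjusted p = 0.317 with an estimated correlation), and none passed when adjusted over the list alone. From these lists edgeR called 0 over all genes (15, 6 and 3 lower at an unadjusted p under 0.05). DESeq2 called 4, 4 and 0 lower, and limma-voom 7, 4 and 2 lower. The cell cycle score differed by -0.887 within the tumors with title numbers up to 14 (7 CR, 7 PR, exact permutation test, p = 0.0390) and by -0.582 within those above (6 CR, 6 PR, exact permutation test, p = 0.0758). Kept within both sets, the permutation test gave p = 0.00532.

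Skeletal muscle genes moved with the immune lists: the median of 10 genes was 0.59 (camera, adjusted p = 0.00221, or adjusted p = 0.317 with an estimated correlation), and Acta1, the actin of skeletal muscle, stood at 166.5 ± 79.4 CPM in CR and 110.9 ± 43.2 CPM in PR (SD, n = 13 each). The 5 keratinocyte genes had a median of 0.72 (camera, adjusted p = 0.617), and Krt14, a keratin of the basal skin layer, measured 32.5 ± 78.3 CPM in CR and 13.7 ± 33.4 CPM in PR (SD, n = 13 each). Its direction rests on single tumors: the log2 fold change of 1.22 was -0.23 without the CR tumor CT21 and 2.79 without the PR tumor CT15, and it was -0.15 with the skin and muscle scores as covariates.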

In a previous study, we found that a pre-treatment inflamed and immune infiltrated ‘hot’ tumor microenvironment (TME) was associated with a complete response to cyclophosphamide (CY) chemotherapy in both mice and patients [8]. From these data, we generated an IFN, TNFα CD4^+^ T cell gene signature that predicts response to CY (Fig. 1A). 

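Interferon gamma response genes and CD4 T helper genes stood higher, as lists, in CR tumors before CY at the preset correlation, and did not pass with an estimated one (adjusted p = 0.206 and 0.190). Both passed with fry (adjusted p = 0.0456 and 0.0266). The score of type I interferon genes did not differ between CR and PR. Cd4 itself measured 20.6 ± 5.38 CPM in CR and 14.2 ± 5.38 CPM in PR (SD, n = 13 each), a log2 fold change of 0.54 (standard error 0.185, adjusted p = 0.168 from edgeR's quasi-likelihood test). Across 37 alternatives the log2 fold change of Cd4 ranged from 0.31 to 0.67. Cxcr3, a chemokine receptor of T helper cells of type 1, had 0.68 (standard error 0.220), Icam1, an adhesion molecule induced by interferon gamma and by TNF, 0.39 (standard error 0.138) and Cxcl1, a chemokine induced by NF-kB, 0.54 (standard error 0.188). Ifng, the interferon gamma gene, was near the lower end of detection at 1.48 ± 1.22 CPM in CR and 0.919 ± 1.16 CPM in PR (SD, n = 13 each), and did not pass the test (log2 fold change 0.67, standard error 0.455, adjusted p = 0.449 from edgeR's quasi-likelihood test). Its log2 fold change was 0.37 without the CR tumor CT21 and 1.18 without the PR tumor CT12. The lowest value for Ifng across 34 alternatives was 0.21.

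All 32 interferon gamma response genes were higher in CR, with a median log2 fold change of 0.56 (camera, adjusted p = 2.26e-14, or adjusted p = 0.206 with an estimated correlation), and 11 passed when adjusted over the list alone. Their score was 0.419 ± 0.798 in CR and -0.419 ± 0.914 in PR (SD, n = 13 each, permutation test, p = 0.0207, adjusted p = 0.0487), with 11 of 13 CR and 2 of 13 PR tumors above the median of all 26. Within the tumors with title numbers up to 14 (7 CR, 7 PR) this score differed by 0.954 (exact permutation test, p = 0.0833) and within those above (6 CR, 6 PR) by 0.703 (exact permutation test, p = 0.138). With the permutation kept within both sets of titles it differed by 0.838 (p = 0.0207). Of the 5 genes of CD4 T helper cells of type 1, 3 passed when adjusted over the list alone and the median was 0.54 (camera, adjusted p = 2.38e-04, or adjusted p = 0.190 with an estimated correlation). For TNF and NF-kB targets, 19 of 22 genes were higher and 8 passed when adjusted over the list alone, with a median of 0.15 (camera, adjusted p = 7.52e-05, or adjusted p = 0.206 with an estimated correlation). Dusp2, a phosphatase of activated leukocytes, had 0.58 (standard error 0.193). Type I interferon genes had a median of 0.15 over 33 genes (camera, adjusted p = 1.73e-04, or adjusted p = 0.477 with an estimated correlation), 29 higher and 4 lower, none passing when adjusted over the list alone, and their score did not differ by the permutation test (p = 0.236, adjusted p = 0.295). Ifih1, a sensor of viral RNA, had 0.27 (standard error 0.152). Over all genes tested, edgeR called 0 genes of the interferon gamma, T helper, TNF and type I interferon lists (14, 3, 8 and 0 at an unadjusted p under 0.05). DESeq2 called 3, 2, 2 and 0, and limma-voom 25, 5, 6 and 0. Skeletal muscle genes, which differed in the same direction, had a score of 0.280 ± 0.899 in CR and -0.280 ± 0.754 in PR (SD, n = 13 each).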

We performed upstream regulator analysis to identify drugs that could induce the gene expression signature associated with chemotherapy responsive tumours (Fig. 1B). We focused on drugs that are clinically approved that could be repurposed and combined with CY in a cancer setting. 

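Genes induced by retinoic acid, the active form of vitamin A, and genes of retinoid metabolism were higher, as lists, in pre-treatment CR tumors than in PR tumors in a test with a preset correlation, by amounts that were small for most genes. Neither list passed with an estimated correlation (adjusted p = 0.209 and 0.211), with fry (adjusted p = 0.0577 each) or by its score after adjustment (adjusted p = 0.0574 and 0.0627). Asb2, a ubiquitin ligase subunit induced by retinoic acid, stood at 3.34 ± 1.38 CPM in CR and 2.07 ± 0.990 CPM in PR (SD, n = 13 each, log2 fold change 0.69, standard error 0.241, adjusted p = 0.171 from edgeR's quasi-likelihood test). Across 37 alternatives its log2 fold change ranged from 0.38 to 0.84. Dhrs3 and Dhrs9, reductase enzymes of retinoid metabolism, had log2 fold changes of 0.28 (standard errors 0.130 and 0.150), and Meis1, a homeobox gene, 0.13 (standard error 0.0748). Aldh1a2, which makes retinoic acid from retinal, had 0.39 (standard error 0.142), and Adh7, which oxidizes retinol, -0.14 (standard error 0.0503).

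Of 14 retinoic acid targets, 11 were higher and 3 lower in CR, with a median log2 fold change of 0.11 (camera, adjusted p = 0.0101, or adjusted p = 0.209 with an estimated correlation), and 0 passed when adjusted over the list alone. Of 11 genes of the retinoid pathway, which include Dhrs3 like the targets, 10 were higher and 1 lower, with a median of 0.28 (camera, adjusted p = 0.0397, or adjusted p = 0.211 with an estimated correlation), and 1 was higher and 1 lower when adjusted over the list alone. Over all genes tested, edgeR called 0 genes of either list (2 of the targets, and 2 higher and 1 lower in the pathway, at an unadjusted p under 0.05). DESeq2 called 1 of the targets and 0 of the pathway, and limma-voom 0 of the targets and 1 higher and 1 lower in the pathway. The score of the targets was 0.203 ± 0.372 in CR and -0.203 ± 0.499 in PR (SD, n = 13 each, permutation test, p = 0.0273, adjusted p = 0.0574), with 9 of 13 CR and 4 of 13 PR tumors above the median. The score of the pathway differed with p = 0.0314 (adjusted p = 0.0627). Within the tumors with title numbers up to 14 (7 CR, 7 PR) the score of the targets differed by 0.503 (exact permutation test, p = 0.0863), and within those above (6 CR, 6 PR) by 0.293 (exact permutation test, p = 0.238). Kept within both sets of titles, the permutation test gave p = 0.0303. The pathway list lost its camera call in 13 of the 26 fits that left out a tumor (adjusted p up to 0.0706, without the PR tumor CT2) and with a filter of 1 CPM (adjusted p = 0.0519). The paper's upstream regulator software was not used here, and the retinoid receptor genes were not analysed here.

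**Figure D2:**
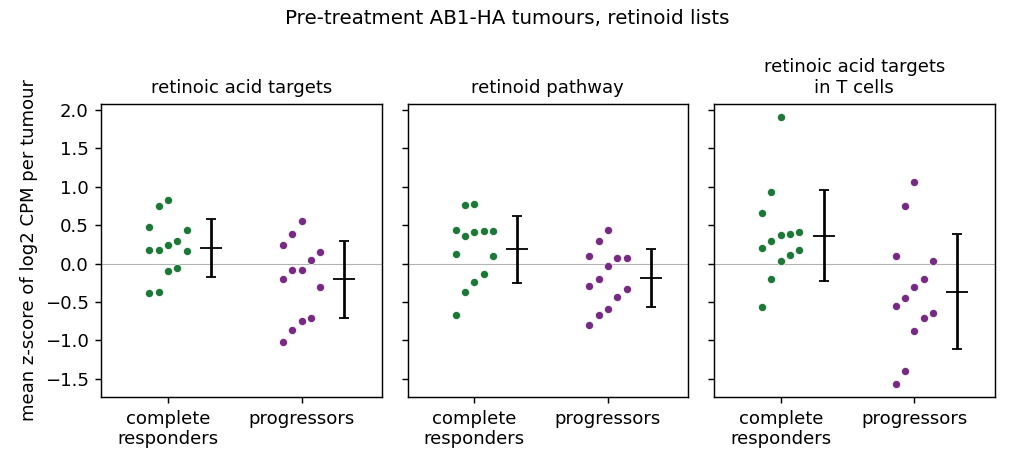
Scores of 3 lists of retinoid genes per pre-treatment tumor (mean z-score of log2 CPM, no unit) for 13 CR and 13 PR tumors; each point is a tumor and the bars give mean ± SD. In each panel the CR mean lies above 0 and the PR mean below 0, and the groups overlap.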

The top upstream regulator predicted to induce a CY sensitive TME was tretinoin. Another activator of the retinoic acid signalling pathway, bexarotene was also in the top ten candidate drugs as determined by z score and *p* value.

**Fig. 1:**
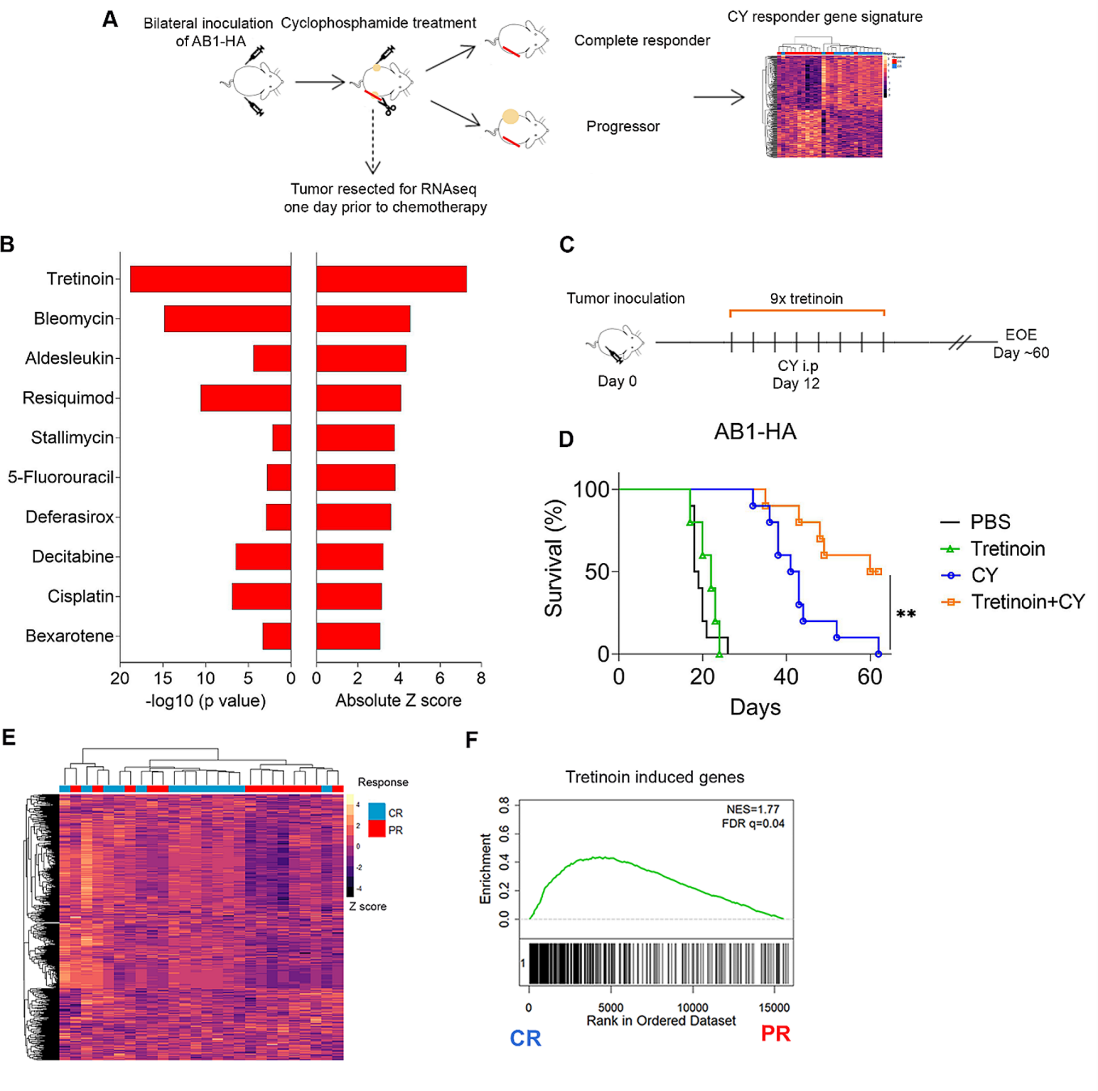
Tretinoin sensitises AB1-HA murine mesothelioma to cyclophosphamide chemotherapy. **(A)**. The generation of the cyclophosphamide (CY) responder signature. Tumors from complete responders and progressors were sequenced and the differentially expressed genes upregulated in complete responders were made into a ‘CY responder gene signature’ (*n* = 178 genes). **(B)** Drugs predicted to induce a CY-sensitive tumor microenvironment, as determined by Ingenuity upstream regulatory analysis. **(C)** Experimental design for tretinoin and CY combination treatment. Mice were inoculated with AB1-HA s.c. and treated with tretinoin i.p. starting 3 days prior to cyclophosphamide and continued for 9 total doses at 10 mg/kg. CY was dosed at 200 mg/kg on day 12. **(D)** Survival of mice inoculated with AB1-HA and treated with CY, tretinoin or the combination (*n* = 10) (**E**) Heatmap of complete responders (CR) and progressors (PR) to CY treatment clustered using a ‘tretinoin induced genes’ set. (**F**) Gene set enrichment analysis of tretinoin associated gene sets in complete CY responders or progressors. Positive NES indicated a gene set is enriched in complete responders. Significance was determined using the Mantel-Cox log-rank test. *p < 0.05 **p < 0.01

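In the 26 pre-treatment tumors the gene that differed most reliably between CR and PR was Hdac9, a class II histone deacetylase, which was lower in CR. Hdac9 lies on chromosome 12 of GRCm38 from 34047580 to 34917095 and measured 43.8 ± 3.43 CPM in CR and 54.8 ± 5.14 CPM in PR (SD, n = 13 each), with 0 of 13 CR tumors above the PR median (log2 fold change -0.32, standard error 0.0494, adjusted p = 0.00522 from edgeR's quasi-likelihood test). The genes with the next smallest p did not pass the FDR. Among those higher in CR were Cd5 (log2 fold change 0.70, adjusted p = 0.120 from the same test), Cyp4f18, an oxidase of inflammatory lipids (0.80), the cytokine receptors Il17ra (0.18) and Il27ra (0.34) and the B cell kinase Blk (1.16, adjusted p = 0.130). Among those lower were Fam210a, a mitochondrial protein (-0.13), Atad2, a chromatin protein (-0.15), the cytokinesis gene Arhgap11a (-0.14) and Mdm2, the ligase that degrades p53 (-0.16).

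Among the genes with the smallest p, Neu1, Limd2, Col20a1, Abhd12 and Mical1 were also higher, by 0.13, 0.19, 0.47, 0.11 and 0.20 on the log2 scale, and Arl14ep and Kif21a lower, at -0.13 and -0.24. Mecomos, an antisense RNA whose reads may not be told apart from those of its partner gene, had -0.73. The single gene that passed edgeR's test at an FDR under 0.1 was lower in CR and 0 passed as higher, against 1885 genes at an unadjusted p under 0.05 (997 higher, 888 lower; 539 expected by chance). DESeq2, the tool named in the paper's methods, called 232 genes higher and 211 lower in CR, and limma-voom with quality weights 714 and 474. Both tools called 229 and 208 of these. All 232 and 211 genes called by DESeq2 had an unadjusted p under 0.05 in edgeR's test. Their largest adjusted p in edgeR's quasi-likelihood test was 0.178 for the higher and 0.198 for the lower genes. After Hdac9 the smallest adjusted p in that test was 0.120, shared by 15 genes. Many genes thus lay not far above the threshold.

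With many genes near the threshold, the edgeR count moved when single tumors were left out. It was 288 higher and 160 lower without the CR tumor CT8, 551 and 323 without the PR tumor CT12, and 250 and 190 without the PR tumor CT16. It was 252 and 133 without the PR tumor CT25, 14 and 14 without the PR tumor CT9. It was 3 lower without the CR tumor CT13. With the title number as a covariate it was 62 and 88, and without the 10 tumors that had more than 10 CPM of the keratin Krt5 it was 0 and 0 (Hdac9 at a log2 fold change of -0.35), both alternatives chosen after the data were seen. The paper made the genes upregulated in complete responders into its CY responder signature, looked for clinically approved drugs predicted to induce that pattern (Fig. 1B), and investigated tretinoin together with CY because it ranked highest and because of its known effects on tumors and on immunity.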

As tretinoin was the highest ranked upstream regulator, and has both direct anti-tumor [15, 16] and immunomodulatory [24] effects, we investigated whether the addition of tretinoin to CY increased response rates or survival in AB1-HA murine mesothelioma. Tumour bearing mice were treated daily with systemic tretinoin, commencing 3 days before chemotherapy for a total of 9 doses (Fig. 1C). The addition of tretinoin significantly increased survival after cyclophosphamide treatment (Fig. 1D, *p* = 0.0052) and improved the complete response rate from 0 to 50%. The addition of tretinoin to CY was well tolerated, with no additional weight loss observed compared to CY alone (Supplementary Fig. 1). These data demonstrate that upstream regulators of a chemotherapy-sensitive TME can be identified from transcriptomic data and validated in vivo, as the addition of tretinoin to CY was significantly beneficial, curing tumours in a context where each treatment was unable to cure as monotherapy (Fig. 1D).

### Genes upregulated by tretinoin are associated with responders to CY

As we observed that the addition of tretinoin to CY improved the response rate, we were interested in whether this was due to the induction of a CY sensitive TME. In a previous study, we characterised the transcriptomic changes to the TME induced by tretinoin [12]. In this study, mice were inoculated with AB1-HA and treated with systemic tretinoin for five days upon which the tumors were collected and sequenced. We then performed differential gene expression analysis to identify the genes upregulated by tretinoin to construct a ‘tretinoin induced’ gene set. We took these ‘tretinoin induced’ genes and looked at their enrichment in complete responders and progressors to CY. 

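Pre-treatment tumors grouped by response when they were clustered on interferon gamma or inflammatory genes, and did not when clustered on known retinoic acid targets. On 32 interferon gamma response genes, 11 of 13 CR tumors fell in a cluster with 2 PR tumors, and 11 of 13 PR tumors in the other with 2 CR tumors. On 14 retinoic acid targets, among them Asb2, Dhrs3 and Meis1, a cluster of 11 held 7 CR and 4 PR tumors and a cluster of 15 held 6 CR and 9 PR tumors.

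Clusters came from hierarchical clustering with Euclidean distance and complete linkage of z-scored log2 CPM, divided into 2 clusters. By a two-sided Fisher's exact test of cluster against response, p = 0.428 for the retinoic acid targets, p = 0.00120 for the interferon gamma genes and p = 0.00483 for 111 inflammatory response genes, where a cluster of 14 held 11 CR and 3 PR tumors and a cluster of 12 held 2 CR and 10 PR tumors. On the 1000 most variable genes, a cluster of 8 held 6 CR and 2 PR tumors and a cluster of 18 held 7 CR and 11 PR tumors (p = 0.202). The first principal component of the pre-treatment tumors carried 21.6% of the variance and differed between CR and PR (permutation test, p = 0.0113). The separation was lost on the interferon gamma genes with correlation distance (p = 0.695) and on the inflammatory genes with Ward's (p = 0.0957) or average linkage (p = 1), and on the 2000 most variable genes it was found (p = 0.0302). The tretinoin induced set of the paper was not used here, and the lists are fixed lists of known genes.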

We were able to distinguish between complete responders and progressors to CY using unsupervised hierarchical clustering (Fig. 1E). 

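Ranked from higher in CR to higher in PR, pre-treatment expression placed inflammatory, interferon gamma and T cell genes at the CR end and cell cycle genes at the PR end. Retinoic acid targets also leaned to the CR end. With camera at an estimated correlation none of these lists passed (adjusted p from 0.190 to 0.209). With fry all passed except the retinoic acid targets (adjusted p = 0.0577). Fry does not compare a list with the other genes, so it does not bear on the place in the ranking. In the inflammatory list the smallest p belonged to Cxcr6, a chemokine receptor of T cells (log2 fold change 0.71, standard error 0.190, n = 13 CR and 13 PR), then to the T cell kinase Lck (0.53, standard error 0.142). Next were Cdkn1a, which was lower in CR, and Gna15, a G protein subunit of blood cells (0.40, standard error 0.111).

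Gene set enrichment was computed with fgsea over the 10777 genes ranked by the signed square root of edgeR's F statistic, for 40 lists; its p comes from shuffled genes, not shuffled tumors. The normalized enrichment score (NES), positive for the CR end, was 2.94 for 111 inflammatory response genes, 2.85 for the interferon gamma genes, 2.72 for the T cell genes (adjusted p = 8.95e-05 for each) and -2.66 for the cell cycle genes (adjusted p = 8.95e-05). The retinoic acid targets had an NES of 1.85 (p = 0.00374, adjusted p = 0.00748) and the retinoid pathway 1.45 (p = 0.0796, adjusted p = 0.110). The targets did not pass with camera at an estimated correlation (adjusted p = 0.209) or by the permutation test of their score (adjusted p = 0.0574). Skeletal muscle genes had an NES of 2.13 (adjusted p = 3.64e-04), and did not pass with camera at an estimated correlation (adjusted p = 0.317). The inflammatory list also had 38 genes higher and 4 lower in CR when adjusted over the list alone and a median log2 fold change of 0.19 (camera, adjusted p = 1.94e-11, or adjusted p = 0.190 with an estimated correlation). Over all genes tested edgeR called 0 of it (41 higher and 4 lower at an unadjusted p under 0.05). DESeq2 called 14 higher and 3 lower, and limma-voom 39 higher and 3 lower. The paper's own gene set was not used here.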

Using gene set enrichment ^39^ we also observed enrichment of these genes in responders compared to progressors (Fig. 1F), indicating that the genes upregulated by tretinoin treatment are similar to those required for a response to CY.

### Tretinoin does not increase the sensitivity of tumor cells to cyclophosphamide in vitro

Along with having immune-mediated and direct cytotoxic effects, tretinoin can also enhance the chemosensitivity of tumor cells in vitro [42–44]. To determine whether tretinoin enhanced chemosensitivity in AB1-HA, we performed MTT assays using CY and its metabolite acrolein or the cyclofosfamide analogue mafosfamide, which spontaneously degrades to 4-hydroxycyclophosphamide [45], in combination with tretinoin. A noncytotoxic dose of 50 µM tretinoin (Fig. 2A) was added in combination with each drug. The addition of tretinoin to the CY or its metabolite acrolein (*p* = 0.56) or mafosfamide (*p* = 0.27) did not significantly alter the IC_50_ values for these compounds (Fig. 2BD), demonstrating that tretinoin does not increase the inherent sensitivity of tumor cells to the drugs. This suggests that tretinoin has a non-cancer cell-mediated mechanism of action that drives its enhancement of CY efficacy in AB1-HA.

**Fig. 2:**
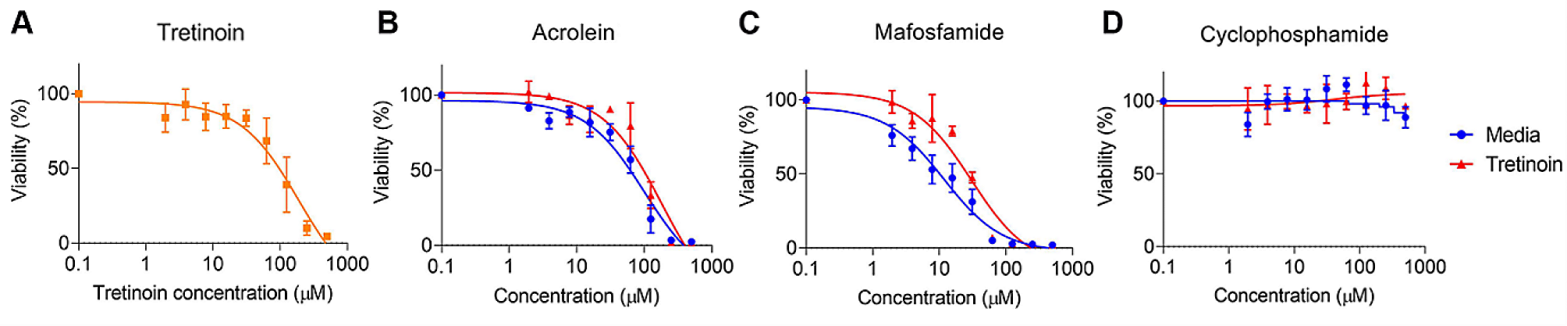
Tretinoin does not increase the sensitivity of AB1-HA to cyclophosphamide or its metabolites in vitro. (**A**) Viability of AB1-HA cells treated with increasing concentrations of tretinoin. **(B-D)**. Viability of AB1-HA treated with increasing concentrations of acrolein **(B)**, mafosfamide **(C)** or cyclophosphamide **(D)** with or without 50 µM of tretinoin. Viability was determined by the MTT assay. Data points are the mean ± SD of three independent experiments

### The effectiveness of combination tretinoin–CY is dependent on both CD4^+^ and CD8^+^ T cells

As tretinoin has been reported to have a variety of effects on the immune system and cyclophosphamide efficacy is dependent on both CD8^+^ and CD4^+^ T cells [8, 46, 47], we next asked whether the combination of tretinoin and CY was also T cell dependent, or whether the addition of tretinoin could overcome the absence of either immune component. Mice were depleted of CD4^+^ or CD8^+^ T cells prior to inoculation with AB1HA, with depletion maintained for the duration of the experiment. Tretinoin and CY were administered as in Fig. 1. The depletion of both CD4^+^ (*p* = 0.003) or CD8^+^ T cells (*p* = < 0.0001) significantly decreased the efficacy of the tretinoin–CY combination treatment, with 1/10 or 0/5 mice cured, respectively, compared to 6/10 in immunocompetent mice (Fig. 3A-B).

**Fig. 3:**
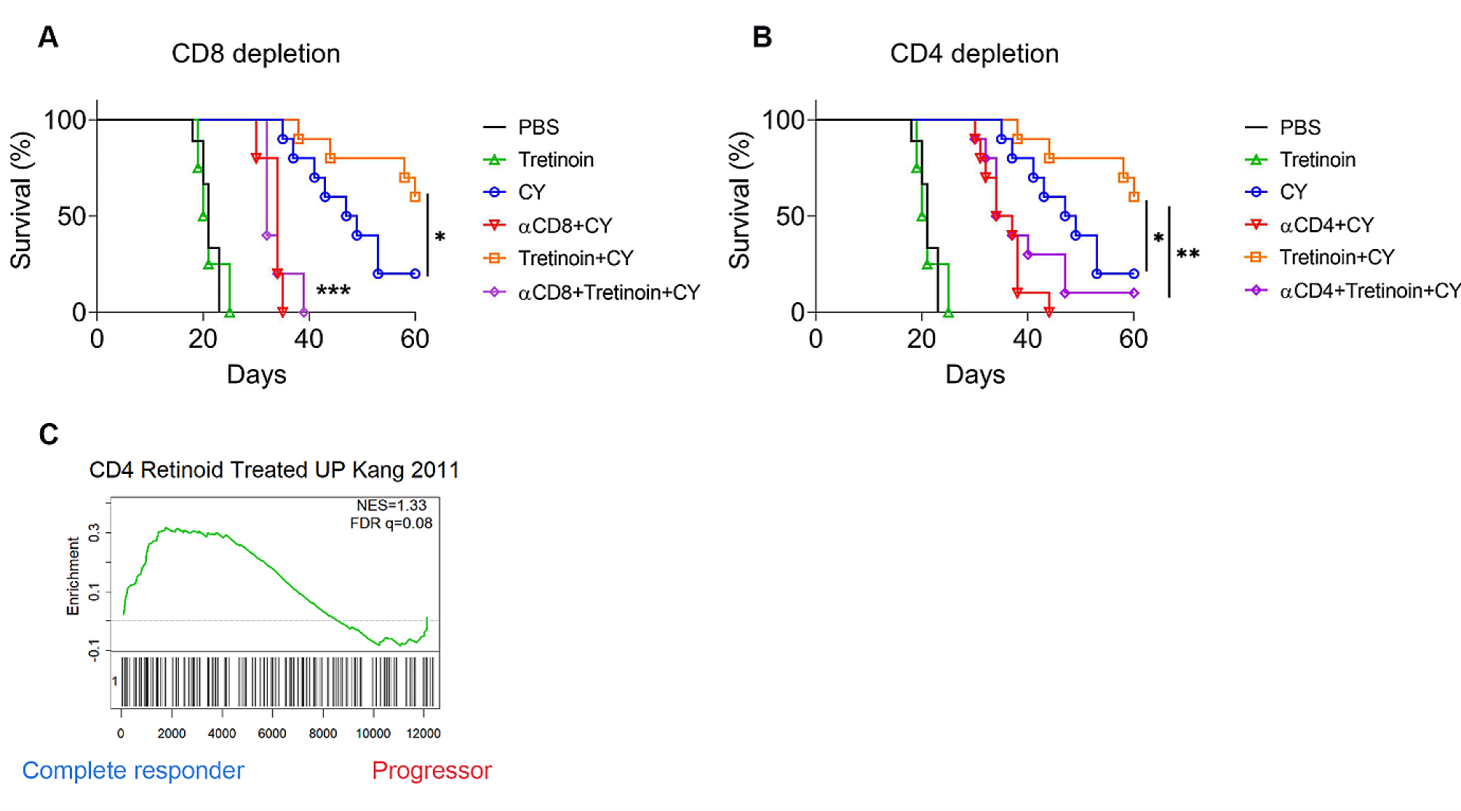
The efficacy of combination tretinoin–CY treatment is both CD8^+^ and CD4^+^ T cell dependent. **(A-B)** Survival of mice inoculated with AB1-HA and treated with 200 mg/kg CY with or without tretinoin. Mice were depleted of CD8 (B) or CD4 (C) T cells using 100 µg αCD4 or αCD8 i.p., 3days prior to inoculation and depletion was maintained throughout the experiment. Mice were dosed daily with 10 mg/kg tretinoin, beginning 3 days before CY for nine total doses. (**C**) Enrichment analysis of CD4 tretinoin-associated gene set in complete responders or progressors to CY. Positive NES indicates a gene set is enriched in CR. Significance for survival analysis was determined using the Mantel-Cox log-rank test. *p < 0.05 **p < 0.01. *n* = 5 for tretinoin, αCD8 + CY and αCD8 + CY + tretinoin, *n* = 10 for all other groups

To further explore the link between tretinoin and T cells we used a gene set derived from CD4^+^ T cells treated with tretinoin [39] to determine whether tretinoin induced changes to CD4^+^ T cells are also associated with CY response. 

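Genes that retinoic acid is known to induce in T cells were higher, as a list, in pre-treatment CR tumors at the preset correlation, and did not pass with an estimated one (adjusted p = 0.190). It passed with fry (adjusted p = 0.0312). Itgae, the integrin CD103 of tissue-resident T cells, stood at 24.7 ± 3.98 CPM in CR and 19.0 ± 4.31 CPM in PR (SD, n = 13 each, log2 fold change 0.38, standard error 0.115, adjusted p = 0.143 from edgeR's quasi-likelihood test). Ccr9, the gut homing receptor, stood at 7.35 ± 1.64 CPM in CR and 5.39 ± 2.16 CPM in PR (SD, n = 13 each, log2 fold change 0.45, standard error 0.165, adjusted p = 0.184 from the same test).

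All 7 genes of the list were higher in CR, with a median log2 fold change of 0.28 (camera, adjusted p = 5.81e-04, or adjusted p = 0.190 with an estimated correlation), and 4 passed when adjusted over the list alone. Over all genes tested edgeR called 0 of the 7 (4 at an unadjusted p under 0.05). DESeq2 called 1, and limma-voom 3. The list's score was 0.364 ± 0.594 in CR and -0.364 ± 0.748 in PR (SD, n = 13 each, permutation test, p = 0.00985, adjusted p = 0.0281), with 10 of 13 CR and 3 of 13 PR tumors above the median. Within the tumors with title numbers up to 14 it differed by 0.999 (7 CR, 7 PR, exact permutation test, p = 0.0460) and within those above by 0.413 (6 CR, 6 PR, exact permutation test, p = 0.141). The permutation test kept within both gave p = 0.0118. With fgsea the list had an NES of 1.74 (adjusted p = 0.0153). Its members also mark T cells as such, whose other genes were higher in the same tumors, and the set from cultured CD4 T cells that the paper tested was not used here.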

The genes upregulated by tretinoin in CD4^+^ T cells were also enriched in complete responders to CY (Fig. 3C), indicating that tretinoin may induce phenotypic changes to CD4^+^ T cells that lead to improved response to CY. These data demonstrate that the efficacy of the tretinoin and CY combination is T cell dependent.

### Tretinoin sensitization to cyclophosphamide efficacy is dependent on the cancer model used

As we observed that the addition of tretinoin significantly increased CY efficacy in AB1HA mesothelioma, we tested whether this treatment worked in other cancer models. The same treatment schedule was used with mice inoculated with CT26 colon carcinoma, WEHI164 sarcoma, 4T1 breast cancer, AE17 murine mesothelioma, or Lewis Lung Carcinoma (LLC) cell lines. Despite cyclophosphamide as a monotherapy delaying tumor growth and improving survival in all cell lines (Supplementary Table 1), the addition of tretinoin had no effect on survival or tumor growth (Fig. 4), indicating only the combination of tretinoin and CY is model selective.

**Fig. 4:**
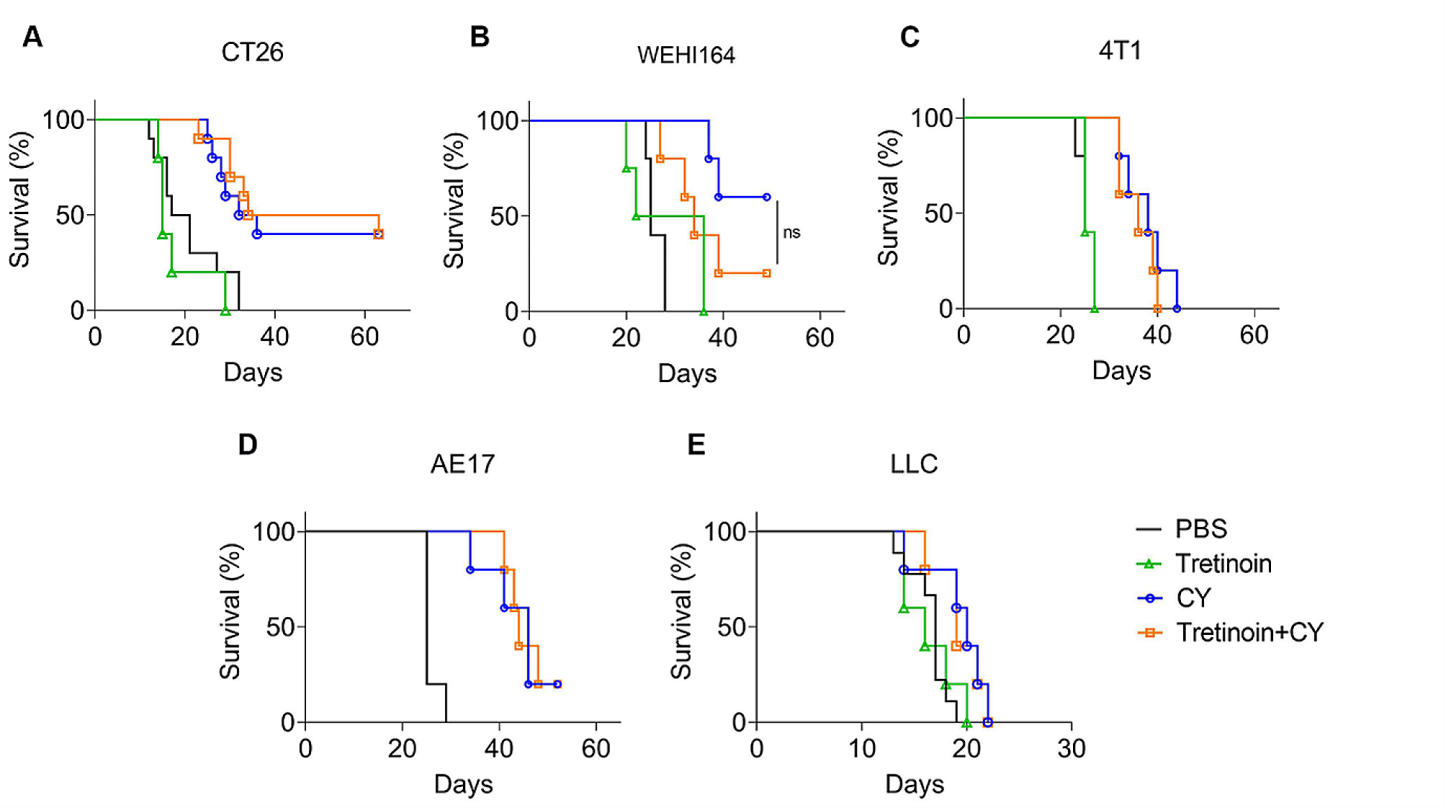
Tretinoin does not increase the efficacy of cyclophosphamide in alternative cell lines **(A–E)**. Tumor bearing mice were treated with tretinoin 3 days before CY, for a total of nine doses at 10 mg/kg. CY was dosed at 200 mg/kg. Survival of mice inoculated with **(A)** CT26 colon carcinoma (*n* = 10, *n* = 5 for tretinoin group), **(B)** WEHI164 sarcoma (*n* = 5), **(C)** 4T1 breast cancer (*n* = 5), **(D)** AE17 murine mesothelioma (*n* = 5) or **€** Lewis lung carcinoma (*n* = 5, *n* = 10 for PBS). Significance was determined using the Mantel-Cox log-rank test. “ns” = not significant

### In vivo cancer models have varying expression of RARs and RXRs which may drive differing sensitivity to tretinoin

As we saw such a robust anti-tumor response to the combination of tretinoin and CY in the AB1-HA model but not in models using other cell lines, we tested whether the expression of retinoic acid receptors (RARs) or retinoid X receptors (RXRs) varied between tumor models, as a potential explanation of the differing outcomes. Retinoic acid signals through RARs or RXRs and it has been previously reported that the expression or induction of these receptors can influence sensitivity to tretinoin [16]. To examine this in our cancer models, we compared the expression of RARα, RARβ, RARγ, RXRα, RXRβ and RXRγ in AB1-HA tumors, which are sensitive to combination tretinoin–CY therapy, and AE17, CT26 and WEHI164 tumors, which are resistant. AB1-HA tumors expressed lower levels of RARα, RARγ, RXRα and RXRβ compared to all other cell lines (Fig. 5B). Only RARβ and RXRγ were expressed at higher levels in AB1-HA tumors (Fig. 5). The differing expression of RARS and RXRS may contribute to the difference in sensitivity between AB1-HA, which is sensitive to our treatment regime, and AE17, CT26 WEHI164 which are comparably treatment resistant.

**Fig. 5:**
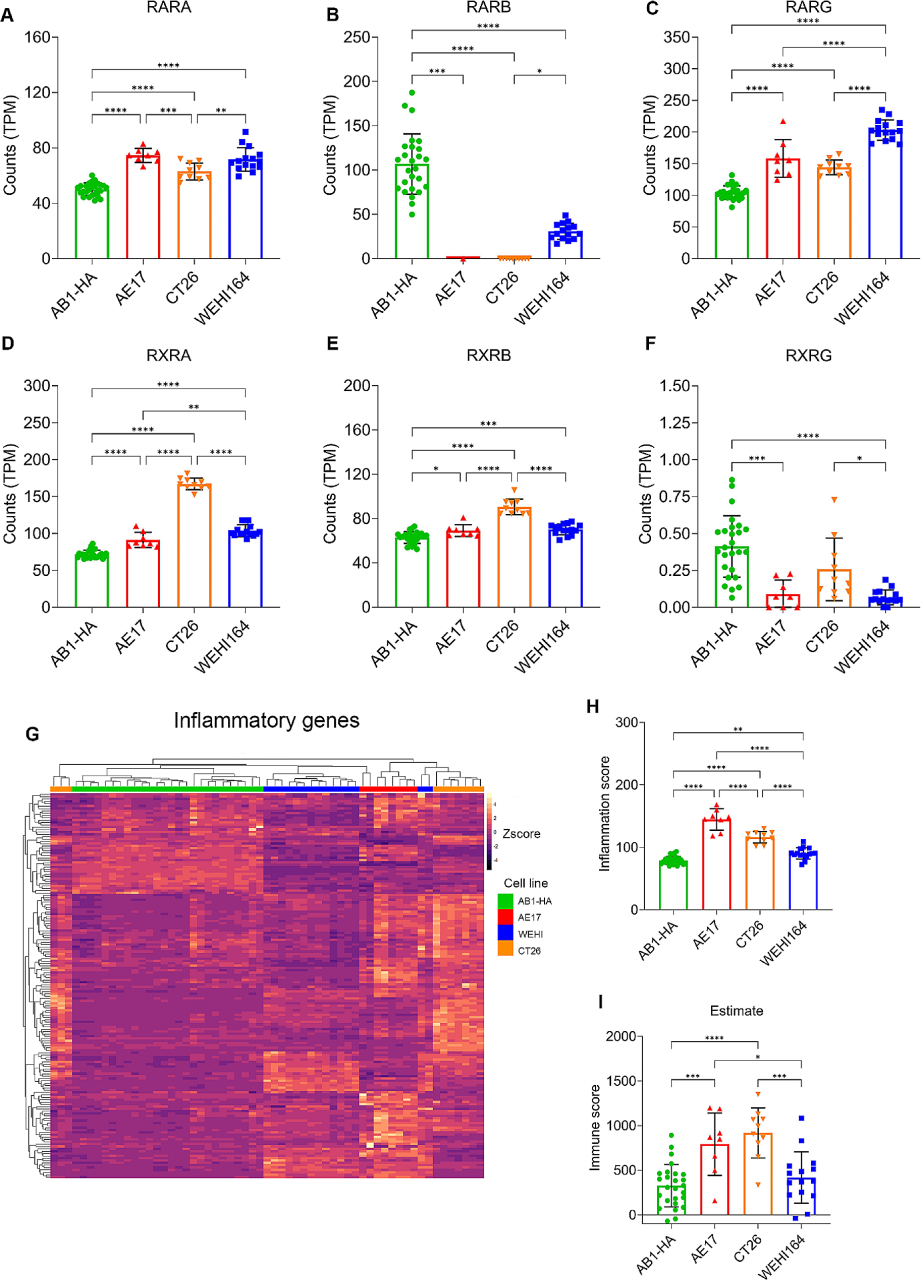
The expression of retinoic acid receptors and inflammatory genes in AB1-HA, AE17,CT26 and WEHI164 from bulk RNA sequencing data. Tumors from mice inoculated with AB1HA, AE17,CT26 or WEHI164 were harvested, and RNA was extracted and sequenced. **(A–C)** Expression of the three retinoic acid receptors. **(D–F)** Expression of the three retinoic X receptors. Counts were normalised to adjust for sequencing depth. (**G**) Heatmap of inflammatory genes. Counts were normalized and z scaled. (**H**) Inflammatory score of each tumor type, as calculated by taking the average expression of inflammation associated genes in each sample. (**H**) Immune score for each tumor as determined by ESTIMATE. Data are shown as mean ± SD and significance was determined using Mann-Whitney U tests corrected for multiple comparisons *p < 0.05, **p < 0.01 ***p < 0.001. *n* = 26 for AB1-HA, *n* = 8 for AE17, *n* = 10 for CT26 and *n* = 15 for WEHI164.

### The expression of inflammatory genes in the TME is not associated with response

Lastly, we investigated whether the difference in the sensitivity of our tumor models to tretinoin and CY could be attributed to the level of inflammation and immune infiltration which are known characteristics of a chemotherapy-sensitive TME [8, 48]. Using bulk RNAseq data from AB1-HA, AE17, CT26 and WEHI164 [8, 36, 37], we plotted the GSEA hallmark ‘inflammatory response’ gene set across models (Fig. 5G). AB1-HA and WEHI had a lower expression of inflammatory genes compared to AE17 and CT26, as well as a lower inflammatory score (Fig. 5H) and immune score (Fig. 5I). These results demonstrate that there is no association between the level of inflammation in the TME and the response to tretinoin and CY.

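Across the 26 pre-treatment AB1-HA tumors, the mean levels of inflammatory and of leukocyte genes were higher in CR than in PR. CR and PR are outcomes of CY without tretinoin within this model. The difference does not bear on the paper's comparison of models by their response to tretinoin and CY. The mean over 111 inflammatory response genes was 108.4 ± 8.94 CPM (SD, n = 26; range 96.5 to 129 CPM), 112 ± 7.70 CPM in CR and 104.8 ± 8.88 CPM in PR (SD, n = 13 each, permutation test, p = 0.0354). The mean over 20 leukocyte genes was 147.4 ± 21.0 CPM (SD, n = 26; range 114.9 to 194.5 CPM), 157.1 ± 18.5 CPM in CR and 137.7 ± 19.2 CPM in PR (SD, n = 13 each, permutation test, p = 0.0147). Coro1a, an actin regulator of white blood cells, had a log2 fold change of 0.36 (standard error 0.110) and Cd37, a tetraspanin of lymphocytes, 0.20 (standard error 0.0527).

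A mean of CPM gives most weight to abundant genes, some of which tumor cells also express. Axl, a receptor tyrosine kinase, made up 8.17% of the inflammatory score, Mmp14, a matrix protease, 7.32% and Ly6e 4.99%; Lcp1, a plastin of white blood cells, made up 21.6% of the leukocyte score and Lsp1 17.1%. The inflammatory list was written from known genes and not checked against the Hallmark set, and the leukocyte list stands beside, not for, the ESTIMATE score. AE17, CT26 and WEHI164 tumors were not analysed here.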

## Discussion

As combination or sequential chemotherapies are frequently not curative in advanced cancers, there has been a movement towards combining chemotherapy with other treatments, such as immunotherapy, to increase response rates and improve patient outcomes [4, 5, 49]. We identified tretinoin as the top predicted regulator of a chemosensitive TME using data previously generated from sequencing the tumors of responders and non-responders to CY [8]. Tretinoin is directly cytotoxic and can normalise cancerous cells [15, 50], but also has potent immunomodulatory effects [12, 24], making it a prime candidate to combine with chemotherapy. We tested the ability of tretinoin to improve the response to CY as a pre-treatment, hypothesising that tretinoin would induce a TME that is sensitive to subsequent CY treatment. Indeed, we found the addition of tretinoin to be strongly synergistic, increasing CY efficacy in AB1HA murine mesothelioma. However, efficiency did not extend to other cancer models, indicating that there may be intrinsic characteristics of the AB1-HA tumor model that drive sensitivity to this treatment regime.

The high variability in responsiveness to immunotherapy between mouse cancer models has been well-documented but remains poorly understood [51–53]. Indeed, others have also found mixed efficacy from the combination of tretinoin and CY in preclinical models. In a murine model of metastatic rhabdomyosarcoma, the addition of tretinoin to CY decreased the number of metastatic liver nodules 4.8 fold and improved survival [54]. However, in mice inoculated with TC1 myeloma, the combination had no additional benefit over the monotherapies [55]. Tretinoin also demonstrated synergy when combined with gemcitabine in murine pancreatic adenocarcinoma, decreasing hypoxia, invasion and overall tumor burden [56]. However, the clinical success of this combination has been limited and any synergistic effects limited to acute promyelocytic leukaemia, and phase II observations in non-small cell lung cancer [21]. While the coadministration of tretinoin and paclitaxel and/or paclitaxel has been well tolerated in breast cancer [23] and pancreatic cancer [22, 57], there was no additional benefit over the chemotherapy-only control arm.

In vitro, tretinoin has been shown to increase the sensitivity of cells to chemotherapy [42–44, 58–60]. This effect is driven by various mechanisms, such as the depletion of enzymes that metabolize chemotherapeutics into inactive metabolites [42], or the downregulation of genes associated with chemotherapy resistance [59]. While we observed synergy between tretinoin and CY in vivo, this was not observed in vitro. The sensitivity of AB1HA to CY, or the CY metabolites acrolein and mafosfamide was unaffected by the addition of tretinoin.

Recent research has focussed on identifying biomarkers for response to chemotherapy, to better predict whether patients will respond to treatment or whether they should be given an alternative therapy. An inflammatory, IFN and T cell driven TME is associated with response to not only CY [8], but a range of other chemotherapies [9, 10, 61]. While this signature could be used as a predictive biomarker, an alternative approach is to therapeutically induce this sensitive TME to make subsequent chemotherapy more effective. Tretinoin induces an inflammatory, IFNy-rich TME [12] and was predicted to induce this same CY-sensitive TME. We found that the gene signature associated with tretinoin treatment could separate complete responders from progressors using unsupervised clustering and gene set enrichment, with the pre-treatment TME of complete responders enriched for the tretinoin gene signature. This observation can be exploited by pre-treating tumors with tretinoin to induce the expression of these CY response associated genes, and thereby sensitize the tumor, prior to chemotherapy.

Similar to our findings, it has been reported that tretinoin induced CD8^+^ T cell infiltration in B16 melanoma and that the efficacy of topical tretinoin treatment in controlling tumor growth was partly CD8^+^ T cell dependent [17]. Ablation of RAR signalling in CD8^+^ T cells decreased the accumulation of antigen specific T cells in B16 melanoma [31]. Treatment with tretinoin induces a robust anti-tumor CD8^+^ T cell response, increasing proliferation, expression of effector molecules IFNγ, granzyme B and perforin, as well as activation and cell migration markers [17, 18]. Similar results were observed clinically, with tretinoin increasing antigen specific T cell responses to tumor antigens or vaccination [25, 26].

While we observed robust synergy between tretinoin and CY in AB1-HA, this was not replicated in other cell lines, indicating the phenomenon may be AB1-HAspecific. To investigate what might contribute to this difference in response, we characterised the expression of RARs and RXRs in tumours derived from three cell lines– the sensitive AB1-HA and the resistant AE17 and WEHI164– using RNA sequencing. AB1-HA tumors had increased expression of RARβ and RXRγ. RARβ has been linked to sensitivty to tretinoin. Human colon cancer cell lines with increased expression of RARβ were more sensitive to tretinoin induced apoptosis [16]. Transfection to induce RARβ expression in resistant cell lines increased tretinoin induced cytotoxicty and the expression of pro-apoptotic proteins. While we cannot specifically determine which cells express each of the RARs and RXRs in our model from bulk RNAseq data, in this model the increased presence of RARβ in AB1-HA potentially increases the effects of tretinoin and subsequent downstream effects on CY sensitivity.

Another factor that could contribute towards the differning sensitivity of each tumor model to treatment is the characteristics of the TME. As more inflammatory and immune infiltrated tumors are generally morre sensitive to chemotherapy [8, 48], we investigated whethere there were distinct differences between the CY + Tretinoin responsive AB1-HA and the unresponsive AE17, CT26 and WEHI using previously generated sequencing data collected from each model [8, 36, 37]. Interestingly, treatment sensitive AB1-HA tumors had lower expression of inflammatory genes compared to all other cell lines, suggesting that a pre-treatment inflammatory TME is not the driving force behind this senstivity.

Previous studies have examined the immune composition of these models; AB1-HA is predominantly comprised of myeloid cells with minimal DCs and skewed towards CD4^+^ then CD8^+^ T cells [8]; AE17 is has high levels of macrophages, monocytes and DCs and more CD8^+^ then CD4^+^ T cells [36]; WEHI has similarly a high proportion of macrophages and monocytes but few DCs and Tregs; and CT26 has the highest proportion of DCs and CD8s [37]. It is possible that targeted effects of tretinoin and/or CY on one of these immune cell subsets is responsible for the observed beneficial interaction in the AB1-HA model specifically.

It is important to acknowledge that the data used to identify drugs that are upstream regulators of a CY sensitive TME was generated from the AB1-HA murine mesothelioma tumor model. As the combination of tretinoin and CY was only effective in this model, it may indicate there are limitations in using a single tumor model to predict novel effective drug combinations. As each tumor model differs in immune and stromal composition, vasculature and genetics/transcriptomics (as demonstrated by the difference in RAR and RXR expression in tumors) it may be necessary to generate data from multiple tumor models and identify the common genes and pathways that drive CY sensitivity. Indeed, in other studies we used multiple mouse models to generate response-associated signatures, which we could validate in multiple other tumour models [62, 63]. This suggests that future studies should exclude model-specific biology by deriving the primary input data from multiple models, in order to increase the likelihood that this data translates to other models and, ultimately, to patients.

## Conclusions

Given the excellent safety profile of tretinoin, it is an attractive drug to repurpose for sensitizing cancers to cyclophosphamide chemotherapy, but given the the high variability in efficacy between tumor models without a clear underlying mechanistic explanation, translation into the clinic appears premature at this stage.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

The datasets analysed during the current study are available from the GEO repository under accession numbers GSE186195, GSE182674, GSE180618 and GSE229021. A geneset was curated from data generated by Kang et al. [40].

## Abbreviations

CY: Cyclophosphamide
TME: tumor microenvironment
ICT: immune checkpoint therapy
RAR: retinoic acid receptor
Tregs: T regulatory cells
GSEA: Gene set enrichment
LLC: lewis lung carcinoma
RXR: retinoid X receptors

# Supplementary material for: Tretinoin improves the anti-cancer response to cyclophosphamide, in a model-selective manner
**Source:** BMC Cancer. 2024 Feb 13;24:203. doi: 10.1186/s12885-024-11915-5
**Supplement:** Supplementary file 1 — Supplementary Material 1

**SUPPLEMENTARY DATA**

**Supplementary table 1. Survival of mice as determined by the Log-Rank test.**

| Cell Line | CY v PBS | CY v TRETINOIN+CY |
| --- | --- | --- |
| CT26 | 0.0024 | 0.7753 |
| WEHI164 | 0.0026 | 0.1283 |
| 4T1 | 0.0026 | 0.4527 |
| AE17 | 0.0016 | 0.9104 |
| LLC | 0.0175 | 0.9720 |

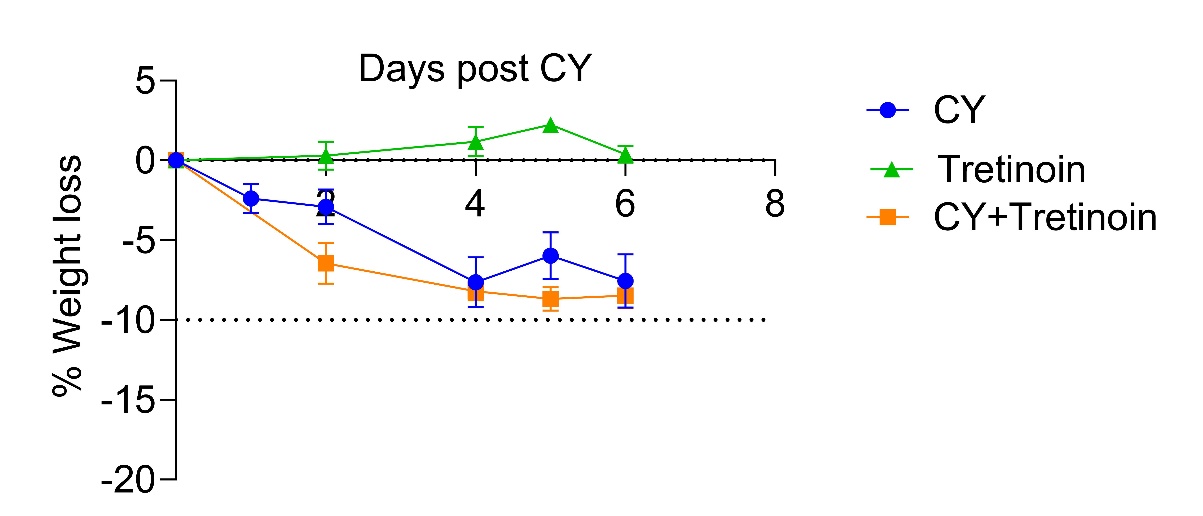

**Supplementary figure 1. There is no additional toxicity with the addition of tretinoin to CY**. Weight loss (%) of mice treated with CY, Tretinoin or the combination.

How the deposited data were processed for this re-analysis (not part of the article)

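RNA sequencing of 46 AB1-HA tumors was analysed: 13 complete responders (CR) and 13 progressors (PR) resected 1 day before cyclophosphamide (CY, 200 mg/kg), and 5 CR and 5 PR at each of 3 days and 7 days after CY, on days 9, 13 and 17 after inoculation by the sample labels. Each tumor came from a different mouse, and groups were taken from the labels. The authors pseudoaligned the reads with kallisto to GRCm38.p6 and deposited counts per gene symbol that are not normalized. The paper's text does not state the kallisto version or how transcripts were summed to genes, and the labels and the paper give different read lengths. The table analysed here has 46012 entries, of which the last, Pax7, holds values for part of the tumors and was left out. The 46011 complete entries include 30493 with a count above 0 and 14070 of the 21992 protein-coding names of GENCODE M21 (64%). Names that a spreadsheet turned into dates (13) stayed in the tests and are not named. Symbols that sort after Pax7 were not analysed here, so the planned levels of the retinoid receptor genes were not run.

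Sums of the counts covered were 10.2e6 to 14.2e6 per tumor before CY (median 12.1e6), 15.4e6 to 18.7e6 at day 3 (median 17e6) and 16e6 to 19.4e6 at day 7 (median 17.8e6). They are partial library totals. In all 1035 pairs of libraries the counts of 11338 genes were compared, 0 pairs were identical, and the lowest chi-square per degree of freedom of a pair was 3.66, so no library was a resampled copy of another.

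In R 4.3.3, counts were normalized with TMM (factors from 0.849 to 1.13) and tested with edgeR 4.0.16 (glmQLFit in its older form and glmQLFTest, filterByExpr on the groups), with Benjamini-Hochberg adjustment at an FDR under 0.1. CR and PR were compared within each time point (26, 10 and 10 tumors). Day 3 and day 7 were compared with day -1, with equal weight to CR and PR, and the difference of CR and PR at each later day was compared with that at day -1, in a model of 6 groups over all 46 tumors. Time after CY goes with tumor age in these samples, and with sequencing depth. CPM values use TMM library sizes, log2 CPM a prior count of 2. Gene lists were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01 and an adjusted p under 0.05. List scores, permutation tests with 100000 resamples, clustering and Fisher's exact test are as described at the results.

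Of 41 lists, 40 had genes that could be tested: retinoic acid targets, retinoid pathway, retinoic acid targets in T cells, type I interferon, interferon gamma, TNF and NF-kB, inflammatory response, leukocytes, T cells, CD4 T helper cells of type 1, cytotoxic cells, natural killer cells, regulatory T cells, checkpoints, B cells, macrophages, monocytes, neutrophils, dendritic cells, eosinophils, mast cells, fibroblasts, endothelium, pericytes, fat cells, skeletal muscle, skin, red blood cells, mesothelium, cell cycle, p53 targets, hypoxia and glycolysis, MHC class I, MHC class II, matrix, TGF-beta targets, oxidative phosphorylation, tissue handling stress, mitochondrial RNA and Y-linked genes. The list for the inactive X chromosome had no gene covered. Named genes are the 10 with the smallest p in each direction between CR and PR before CY and the 5 in each direction for the later days against day -1, up to 4 genes with the smallest p per list discussed, and genes the paper names. Ereg, the haemoglobin genes and the abundant genes of the mean scores are named beside these. Some of the genes so chosen, and a test of globin RNA removal that was run on one of them after the result was seen, are not reported here.

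Alternatives were DESeq2 1.42.0, limma-voom with quality weights, DESeq2's size factors in edgeR, no filter or a minimum of 1 CPM, an FDR of 0.05, all 46 tumors in 1 model, skin and muscle scores as covariates, each tumor left out in turn, camera with an estimated correlation, fry, fgsea 1.28.0, other scalings of the scores, and other linkages, distances and numbers of genes (500 and 2000) in the clustering. Added later were the revised quasi-likelihood method of edgeR, leaving out 16 tumors with more than 10 CPM of Krt5 (10 of them before CY), and the title number (up to 14, or above) as a covariate. The gene tests were tested on simulated counts drawn from the means, dispersions and library sizes of these tumors, and 100 random splits of the tumors were drawn for each count of genes or lists.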

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

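The tests of less blood, of the host cell share and of a shared sequencing batch were chosen only after the results they concern were seen.

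List scores over all 46 tumors were searched in the groups of 5 for a tumor far from the other 4. Of 160 combinations of group and list, 18 held such a tumor by Dixon's test (critical value 0.71), where about 8 are expected by chance, since the test singles out about 1 in 20. At day 3 in CR, the score of retinoic acid targets in T cells was -0.908 in CT3_1 (others -0.469 to -0.396), that of CD4 T helper genes -0.187 in CT3_8 (others -0.811 to -0.630) and that of skin -0.159 in CT3_10 (others -0.604 to -0.513). At day 3 in PR, the endothelial score was 0.839 in CT3_5 (others 0.0915 to 0.300) and the mitochondrial RNA score -1.34 in CT3_7 (others -0.798 to -0.761). At day 7 in CR, the tumor CT7_6 had low scores of leukocytes (1.14, others 1.71 to 1.79), T cells (0.262, others 1.37 to 1.69), CD4 T helper genes (0.882, others 1.65 to 1.76), cytotoxic genes (0.845, others 1.73 to 1.87), MHC class I (1.06, others 1.62 to 1.84), MHC class II (0.972, others 1.72 to 1.88) and Y-linked genes (1.24, others 1.75 to 1.84), and a high matrix score (-0.0387, others -1.63 to -1.27). Also at day 7, the CR tumor CT7_2 had a red blood cell score of 1.16 (others 1.64 to 1.70), the PR tumor CT7_7 a T cell score of 2.22 (others 1.09 to 1.29), a cytotoxic score of 2.24 (others 1.52 to 1.65) and a monocyte score of 1.29 (others 1.62 to 1.72), and the PR tumor CT7_5 a mitochondrial RNA score of -1.05 (others -0.806 to -0.709).

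Ereg, the gene of the growth factor epiregulin, is the single gene that passed edgeR's test for a changed difference between CR and PR from day -1 to day 7 (interaction of 1.35 on the log2 scale, standard error 0.257, adjusted p = 0.0571 from edgeR's quasi-likelihood test over 13194 genes). It measured 29.5 ± 4.00 CPM in CR and 35.2 ± 6.31 CPM in PR before CY (SD, n = 13 each), and 6.00 ± 3.45 CPM in CR and 2.80 ± 0.634 CPM in PR at day 7 (SD, n = 5 each). It did not pass without any of the tumors CT7_1, CT7_4, CT7_6, CT7_7 or CT7_10 (interaction 1.33, 1.31, 0.97, 1.33 and 1.27), nor with limma-voom (0.90). In all, edgeR called 1 gene higher and 0 lower in this interaction (1521 at an unadjusted p under 0.05, 779 higher and 742 lower). DESeq2 called 28 and 12, and limma-voom 0 and 0. The count was 23 and 8 without CT7_2, 4 and 3 without CT7_5, 61 and 33 without CT7_8, and 0 higher without CT7_1, CT7_4 or CT7_6. Of 100 splits of the tumors 55 gave a count as large, so chance cannot be excluded. The highest other count, 544, is many times the real one. It may reflect a structure of the samples that is not the response, or a count that moves with single tumors, and these were not told apart. For day 3 edgeR called 0 genes in this interaction (461 at an unadjusted p under 0.05). DESeq2 called 3 lower, and limma-voom 0. With a real count of 0 all 100 splits are as large by design (highest other 62), so the splits say nothing about chance.

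As lists, the difference between CR and PR fell from day -1 for most immune lists, by camera at the preset correlation: 1 list up and 22 down at day 3, 2 up and 18 down at day 7. Lists of other tissues fell too. All 11 skin genes were lower at day 3 (median -6.89, camera, adjusted p = 2.32e-06). The PR tumor CT3_2 had a skin score of 2.55, against at most 0.611 in the other day 3 tumors. All 11 skeletal muscle genes were lower at day 7 (median -0.50, camera, adjusted p = 0.0191). Camera did not call skin at day 7 or skeletal muscle at day 3. With an estimated correlation camera called 0 lists (smallest adjusted p 0.405 and 0.340), and fry also called 0. All 10 MHC class II genes were lower at day 7 adjusted over the list alone (median -0.87) and 9 at day 3 (median -0.91), while over all genes edgeR called 0 of them (6 and 7 at an unadjusted p under 0.05).

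The paper does not report on the tumors taken after CY. Against day -1, 5004 genes were higher and 5229 lower at day 3, and 5680 higher and 5651 lower at day 7, of 13194 tested by edgeR. For day 3, 1 of 100 splits, the real one, gave a count as large (10233, highest other 8813), and for day 7 also 1 of 100 (11331, highest other 3938), so chance is excluded for both. For these counts, tumor age and any sequencing batch of the later tumors cannot be told apart from time after CY in the same model.

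Haemoglobin RNA was low at day 3 and high at day 7: Hbb-bs, a beta globin, measured 20.2 ± 9.55 CPM before CY (SD, n = 26), 0.0967 ± 0.0751 CPM at day 3 and 179.5 ± 56.0 CPM at day 7 (SD, n = 10 each), with values of single globin genes uncertain because close copies share reads. Less blood in the day 3 tumors cannot be told apart from other causes: the endothelial genes went both ways at day 3 (5 higher, 3 lower, median log2 fold change 0.36), and the neutrophil genes (6 of 11 higher, 0 lower) were not called as a list by camera (adjusted p = 0.304). Fry called the endothelial and neutrophil lists (adjusted p = 1.86e-04 and 8.95e-05). The neutrophil values go against less blood, and the 3 lower endothelial genes go with it. Removal of globin RNA from some libraries stays open for the globin genes, and the test of it that was run is not reported here. Alas2, which is not a globin gene, fell as well. A biological explanation, loss and rebound of red cell production after CY, stays open and was not tested.

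At day 7, genes of immune cells were far above their level before CY, with a median log2 fold change of 2.02 for 20 leukocyte genes. The tables argue against a larger share of host cells alone, since leukocyte genes exceeded endothelial and pericyte genes by 2.00 on the log2 scale (permutation test across genes, p = 1e-05, the smallest it can give). This p takes genes as replicates and does not measure variation between tumors. Endothelial genes rose too (mean 0.65, 7 of 9 higher), by less than leukocyte genes (mean 2.06), and pericyte genes had a mean of -1.28. The tables also argue against a sequencing batch shared by the day 3 and day 7 tumors. From day 3 to day 7 the leukocyte genes had a median log2 fold change of 2.09, with 18 of 20 higher and 0 lower (edgeR). No label names a batch of the day 7 tumors alone. The leukocyte score was 1.14 to 1.90 in the 10 day 7 tumors, against at most 0.112 in the 26 before CY. All 20 leukocyte genes rose, while 3 of 4 pericyte genes and all 30 cell cycle genes fell (median log2 fold change -0.86 and -1.63). These values argue against a batch of the day 7 tumors as the whole cause for the leukocyte genes. Tumor age and time after CY cannot be told apart. An influx of immune cells after CY is a hypothesis that may explain these values, and it was not tested.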

How the results depend on the processing

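The revised quasi-likelihood method, the title number as a covariate and leaving out tumors with more than 10 CPM of Krt5 were chosen only after the data were seen; the other alternatives were not. Of 394 values of counts and tests under alternatives, 339 kept their direction and their side of the threshold (counts within 1.5-fold), 51 counts moved by more, 3 tests were lost and 1 passed. Of 964 values of single lists 881 were kept and 83 lost, and of 3602 values of single genes 3266 were kept, 321 newly passed, 12 were lost and 3 reversed. The causes were not tested.

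Between CR and PR before CY (0 higher, 1 lower), DESeq2 gave 232 and 211, limma-voom 714 and 474, all 46 tumors in 1 model 6 and 2, the title number as a covariate 62 and 88, and leaving out the Krt5 tumors 0 lower, with fewer samples. Size factors, filters, an FDR of 0.05 and the skin and muscle scores left 0 and 1. Leaving out a tumor gave 0 to 551 higher and 1 to 323 lower. At day 3 (0 and 0), DESeq2 gave 3 higher, and leaving out a tumor 0 to 1. At day 7 (0 and 0), DESeq2 gave 3 and 2, limma-voom 1 lower, and leaving out a tumor 0 to 1 each way. In the interaction at day 3 (0 and 0) DESeq2 gave 3 lower. In that at day 7 (1 and 0) DESeq2 gave 28 and 12, limma-voom 0 higher, an FDR of 0.05 0 higher, leaving out the Krt5 tumors 0 higher, and leaving out a tumor 0 to 61 higher and 0 to 33 lower. The counts of the later days against day -1 stayed within 1.5-fold, from 4731 to 7281 higher and 4626 to 6216 lower at day 3, and from 5353 to 7817 and 5348 to 7499 at day 7.

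With an estimated correlation, lists called by camera went from 24 up and 3 down to 0 and 0 before CY, from 4 and 3 to 1 and 0 at day 3, and from 21 and 3 to 0 and 0 at day 7. Fry gave 16 and 2 before CY, 13 and 11 at day 3, and 31 and 6 at day 7. List scores gave 15 up and 2 down under all scalings tried. In the clustering, correlation distance gave p = 0.695 for interferon gamma, Ward's linkage p = 0.0957 and average linkage p = 1 for inflammatory genes, and 2000 variable genes p = 0.0302. Reversed were Krt14 between CR and PR before CY (1.22) with skin and muscle scores as covariates (-0.15) and without the CR tumor CT21 (-0.23), and Ifng at day 3 with limma-voom (0.17). Krt14 had 2.79 without the PR tumor CT15.

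In the later comparisons of 5 against 5 tumors, edgeR recovered on simulated counts 77.3% of genes changed by 2-fold at day 3 and 69.7% at day 7, 68.7% and 31.3% of those changed by 1.5-fold, and 22.4% and 5.97% of those with the smallest fold simulated. Unchanged genes made up 9 of edgeR's 121 simulated calls at day 3 and 5 of 76 at day 7. For DESeq2 they made up 40 of 164 and 47 of 139. Recovery was not split by the spread of a gene here either. The levels of the retinoid receptor genes, with their alternatives of CPM by total count and of DESeq2-normalized counts, were not run. No paired analysis was possible because each tumor came from a different mouse and CR and PR share no replicate numbers.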

Differences from the paper's values

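No test here was chosen after the result was seen.

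The paper's count of genes upregulated in complete responders is 178 in the legend of Fig. 1A (FDR under 0.1). The edgeR test at the same FDR called 0 higher in CR (997 at an unadjusted p under 0.05), from a table read up to Pax7, which covers 64% of protein-coding names. Of the alternatives set before the data were examined, DESeq2, the tool named in the paper's methods, gave 232 genes, within 1.5-fold of the paper's count, as did edgeR without the PR tumor CT16 (250) and without the PR tumor CT25 (252). The others did not: limma-voom with quality weights gave 714, edgeR without the PR tumor CT12 551, without the CR tumor CT8 288, without the PR tumor CT9 14, all 46 tumors in 1 model 6, and all other filters, size factors, covariates, thresholds and tumors left out gave 0. All these counts come from the genes up to Pax7, and the paper states no such limit for its 178. A count within 1.5-fold is therefore not a like-for-like match.

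The paper states 20 M reads per sample. The median sum of the counts read here was 12.1 M for the tumors taken before CY, and 17 M and 17.8 M at days 3 and 7, which lie within 1.5-fold of it. These sums are of assigned counts and end at Pax7, so they are not read totals. No alternative to this sum was set.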

Other observations

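The tests of a lower share of tumor cells and of a batch marked by the title number were chosen only after the result was seen.

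Day 3 after CY was compared with before CY, with CR and PR tumors taken as 1 group. By camera at the preset correlation, p53 target and macrophage lists were higher, and cell division and mitochondrial RNA lists were lower. With an estimated correlation the p53 list alone passed. Regulatory T cell genes were lower gene by gene, without a call for the list by camera. Fry called the list (adjusted p = 2.265e-08). All 11 p53 targets rose (median log2 fold change 1.10; camera, adjusted p = 2.31e-07, or adjusted p = 0.00866 with an estimated correlation), led by Cdkn1a, which stood at 722.2 ± 44.0 CPM (SD, n = 10) against 118.1 ± 13.8 CPM (SD, n = 26), with Bax at 1.28 and Mdm2 at 1.15. Of 14 macrophage genes 13 rose (median 0.93; camera, adjusted p = 4.25e-04, or adjusted p = 0.895 with an estimated correlation), such as the complement gene C1qa (1.78) and lysozyme, Lyz2 (1.96). All 6 regulatory T cell genes fell in edgeR's test, although camera did not call the list (median -1.44, adjusted p = 0.0845): Foxp3 had -1.62, Ctla4 -1.56 and Il2ra -1.19. Of 15 T cell genes 11 fell too, 0 rose and 4 did not pass (median -0.77), again without a call by camera (adjusted p = 0.144). Fry called this T cell list too (adjusted p = 6.51e-04). Of 30 cell cycle genes 21 fell and 4 rose (median -0.57; camera, adjusted p = 6.02e-04, or adjusted p = 0.995 with an estimated correlation), with the cell division marker Mki67 at -1.51 and Ccna2 at -1.02. Of 9 mitochondrial RNAs 8 fell (median -1.17; camera, adjusted p = 3.24e-05, or adjusted p = 0.453 with an estimated correlation), with mt-Nd5 at -1.81. Camera also called type I interferon genes (20 up, 3 down; adjusted p = 0.0449), fibroblast genes (8 up, 0 down; adjusted p = 0.0339), both with an adjusted p = 0.995 with an estimated correlation, and red blood cell genes (median -3.06; adjusted p = 0.0375, or adjusted p = 0.895 with an estimated correlation). The smallest p belonged to Dcxr (3.39), Ctsd, a protease of lysosomes (2.03), Glipr1 (1.68) and Neu1, a sialidase of lysosomes (1.17). Among lower genes it belonged to Lrp8 (-3.52), Myadm (-1.41), Pank3 (-1.80), Papola (-0.98) and Med14 (-1.66). Cd4 (-0.22), Cd8a, Cd8b1 and Ifng (-0.34) did not pass edgeR's test, and Gzmb rose (0.41, adjusted p = 0.0357 from edgeR's quasi-likelihood test).

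At day 7 after CY most immune lists were higher and cell division lower than before CY by camera at the preset correlation, which called 21 lists up and 3 down. With an estimated correlation it called 0 of them. Not called at the preset correlation were the regulatory T cell (adjusted p = 0.481), B cell (adjusted p = 0.150) and eosinophil lists (adjusted p = 0.198). All 33 interferon gamma response genes rose (median log2 fold change 3.25; camera, adjusted p = 2.59e-09, or adjusted p = 0.375 with an estimated correlation). So did all 10 genes of MHC class II (median 4.01), all 14 cytotoxic genes (3.16), all 13 dendritic cell genes (3.58), all 15 T cell genes (1.47), all 5 monocyte genes (4.36) and all 14 macrophage genes (1.64). Each of these lists was called by camera, and none with an estimated correlation (adjusted p from 0.354 to 0.469). Fry called each of them (largest adjusted p 5.4e-11, for the T cell genes). Ccl17, a chemokine of dendritic cells, stood at 686.8 ± 180.7 CPM (SD, n = 10) against 2.39 ± 0.912 CPM before CY (SD, n = 26). Ifng had a log2 fold change of 5.26, Gzmb 4.41, Chil3, a gene of inflammatory monocytes and macrophages, 7.52, H2-DMb2 4.23, Irf8 3.45 and Icam1 3.25. Cd4 rose by 1.79, Cd8a by 2.95 and Cd8b1 by 2.91, and Ctla4 did not pass (adjusted p = 0.685 from edgeR's quasi-likelihood test). Of 6 regulatory T cell genes 4 rose and 1 fell, Foxp3 (-0.74). Of 15 B cell genes 10 rose and 2 fell, among these Cd79a (-1.51). All 30 cell cycle genes fell (median -1.63; camera, adjusted p = 2.31e-13, or adjusted p = 0.354 with an estimated correlation), with Anln at -3.48, Ect2 at -3.21 and Diaph3 at -2.69. Of 22 matrix genes 19 fell (median -0.91; camera, adjusted p = 4.47e-04, or adjusted p = 0.375 with an estimated correlation). Of 9 mitochondrial RNAs 8 fell (median -1.69; camera, adjusted p = 4.29e-04, or adjusted p = 0.354 with an estimated correlation). All 3 Y-linked genes rose (median 1.06; camera, adjusted p = 0.0285, or adjusted p = 0.354 with an estimated correlation), and 9 of 11 skeletal muscle genes rose without a call by camera (adjusted p = 0.250). The mesothelioma markers Msln (-2.55) and Krt8 (-3.93) fell. Of 9 endothelial genes 7 rose, such as Flt1 (2.59), and 2 fell, such as Kdr (-0.74), without a call by camera (median 0.77, adjusted p = 0.114). The pericyte genes Cspg4 (-3.32) and Abcc9 (-1.45) fell, and Cdkn1a stayed above its level before CY (2.33). Also among the smallest p were Ctsz (2.17), Hemk1 (3.04), Itm2c (1.82), Ndc1 (-1.95) and Nmt2 (-1.87).

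Before CY, most immune lists were higher in CR than in PR by camera at the preset correlation, and none passed with an estimated correlation (smallest adjusted p 0.190), while fry called 16 lists up and 2 down (smallest adjusted p 0.0257). The tables argue against a lower share of tumor cells in CR tumors as the whole cause. The T cell score exceeded the endothelial score by 1.20 more in CR than in PR (permutation test, p = 0.0135). A batch divided at title number 14 would be balanced over CR and PR (7 and 7 tumors up to 14, 6 and 6 above), which argues against that division alone. It cannot decide on a finer batch along the title numbers, because response runs in blocks there. CT15 to CT17 and CT24 to CT26 are all PR, and CT18 to CT23 are all CR. Because of this balance, keeping the permutation within both sets could not move the difference of the T cell score (1.03, permutation test, p = 0.00224). Other values go with a lower share: the fibroblast, matrix and skeletal muscle lists were higher in CR at the preset correlation. These lists did not pass with an estimated correlation (adjusted p = 0.276, 0.276 and 0.317) or with fry (adjusted p = 0.096, 0.098 and 0.14). Krt8 (-0.75) and the mesothelial score (by 0.488, permutation test, p = 0.0650) were lower in CR. Skin and muscle in the resected tissue cannot be told apart from a response difference: with both scores as covariates the median log2 fold change of the T cell genes was 0.36, 66.8% of that without, between the bounds that would decide it. A more infiltrated tumor before CY, as the paper describes it, stays open as a biological explanation.

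Random splits of the 26 tumors show how far chance can be excluded for the comparison before CY. For the edgeR count of genes at an FDR under 0.1, 6 of 100 splits gave a count as large as the real 1 (highest other 256), so chance cannot be excluded. A split with 256 calls may reflect a structure of the tumors other than response, or a count that moves with single tumors (551 higher without the PR tumor CT12), and these were not told apart. For the count at an unadjusted p under 0.05, 3 of 100 did (real 1885, highest other 2029), and for DESeq2 4 of 100 (real 443, highest other 702). For limma-voom it was 1 of 100 (real 1188, highest other 763). Chance is excluded for these 3 at a share under 0.05. For the number of lists called by camera chance cannot be excluded: 7 of 100 splits gave as many before CY (real 27, highest other 31), 75 of 100 at day 3 against day -1 (real 7, highest other 26) and 10 of 100 at day 7 against day -1 (real 24, highest other 28). For the later days this holds for the number alone, since single scores separate the days in full. At day 7 the leukocyte score was 1.14 to 1.90 in the 10 tumors, against at most 0.112 in the 26 before CY, and at day 3 the p53 score was 1.247 to 1.543, against at most -0.131.

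After CY no gene passed edgeR's test between CR and PR. At day 3 it called 0 of 11839 genes (256 at an unadjusted p under 0.05, 152 higher and 104 lower), DESeq2 3 higher and limma-voom 0, and edgeR 1 higher without the CR tumor CT3_1. The highest count of the 100 splits was 34. At day 7 edgeR called 0 of 11727 genes (333 at an unadjusted p under 0.05, 186 higher and 147 lower). DESeq2 called 3 higher and 2 lower, and limma-voom 1 lower. EdgeR called 1 lower without the CR tumor CT7_6 and 1 higher without the PR tumor CT7_10. The highest count of the 100 splits was 4. With real counts of 0 all 100 splits are as large by design, so they say nothing about chance. At the preset correlation camera called 3 lists up (fat cell, skeletal muscle, fibroblast) and 1 down (skin) at day 3. At day 7 it called 4 up (type I interferon, neutrophil, fibroblast, red blood cell) and 3 down (macrophage, hypoxia and glycolysis, MHC class II). With an estimated correlation camera called 0 at both days (smallest adjusted p 0.374 and 0.907), as did fry.

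Other lists between CR and PR before CY had these median log2 fold changes and adjusted p from camera, with the adjusted p with an estimated correlation where camera called the list. B cell genes had 0.34 (4.99e-04; 0.190), macrophage genes 0.22 (3.19e-04; 0.254), mast cell genes 0.22 (0.00658; 0.317), fibroblast genes 0.14 (0.00313; 0.276) and matrix genes 0.12 (1.50e-04; 0.276). Monocyte genes had 0.36 (0.0735), eosinophil genes 0.38 (0.194), endothelial genes -0.09 (0.454), pericyte genes -0.12 (0.643) and fat cell genes 0.49 (0.118). Red blood cell genes had -0.03 (0.542), mesothelial genes -0.26 (0.137), with Msln at -0.26 and Krt8 at -0.75, hypoxia and glycolysis genes 0.05 (0.405), and TGF-beta targets -0.01 (0.834), whose mean was 0.04. Tissue handling stress genes had 0.06 (0.454), mitochondrial RNAs 0.01 (0.542) and Y-linked genes 0.15 (0.0541).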
